# Concomitant Activation of OSM and LIF Receptor by a Dual-Specific hlOSM Variant Confers Cardioprotection after Myocardial Infarction in Mice

**DOI:** 10.3390/ijms23010353

**Published:** 2021-12-29

**Authors:** Holger Lörchner, Juan M. Adrian-Segarra, Christian Waechter, Roxanne Wagner, Maria Elisa Góes, Nathalie Brachmann, Krishnamoorthy Sreenivasan, Astrid Wietelmann, Stefan Günther, Nicolas Doll, Thomas Braun, Jochen Pöling

**Keywords:** myocardial infarction, cardiac remodeling, cardioprotection, cytokine signaling

## Abstract

Oncostatin M (OSM) and leukemia inhibitory factor (LIF) signaling protects the heart after myocardial infarction (MI). In mice, oncostatin M receptor (OSMR) and leukemia inhibitory factor receptor (LIFR) are selectively activated by the respective cognate ligands while OSM activates both the OSMR and LIFR in humans, which prevents efficient translation of mouse data into potential clinical applications. We used an engineered human-like OSM (hlOSM) protein, capable to signal via both OSMR and LIFR, to evaluate beneficial effects on cardiomyocytes and hearts after MI in comparison to selective stimulation of either LIFR or OSMR. Cell viability assays, transcriptome and immunoblot analysis revealed increased survival of hypoxic cardiomyocytes by mLIF, mOSM and hlOSM stimulation, associated with increased activation of STAT3. Kinetic expression profiling of infarcted hearts further specified a transient increase of OSM and LIF during the early inflammatory phase of cardiac remodeling. A post-infarction delivery of hlOSM but not mOSM or mLIF within this time period combined with cardiac magnetic resonance imaging-based strain analysis uncovered a global cardioprotective effect on infarcted hearts. Our data conclusively suggest that a simultaneous and rapid activation of OSMR and LIFR after MI offers a therapeutic opportunity to preserve functional and structural integrity of the infarcted heart.

## 1. Introduction

The onset of myocardial infarction (MI) features a rapid but transient inflammatory response at sites of injury. Infiltrating immune cells and cardiac resident cells subsequently release a plethora of cytokines, whose task is to initiate, adjust and terminate cardiac repair events [1]. Insufficient and excessive expression of inflammatory cytokines are associated with impaired myocardial healing and progression to heart failure, respectively [2,3]. Cytokines, therefore, have gained interest as potential targets for the treatment of MI. Certainly, inhibition strategies of individual cytokines as the prevailing therapeutic approach in clinical trials mostly produced disappointing and inconsistent results [4].

Recent studies by our group and others demonstrated a cardioprotective role of the IL–6 type cytokines oncostatin M (OSM) and leukemia inhibitory factor (LIF) in rodent models of MI [5,6,7,8,9,10]. Pre-infarction delivery of recombinant cytokines and plasmid DNA were associated with an improved cardiac function and restricted infarct expansion in mice [5,7,8,9]. Such cytokine delivery strategies might complement conventional therapies to support endogenous repair events but more detailed studies about temporo-spatial activity of different cytokine circuits during myocardial healing is needed. Specifically, it is necessary to define the time frame for putative therapeutic interventions and to minimize any potential collateral damage arising from inadequate activation.

OSM and LIF share a common evolutionary origin and structure [11,12,13]. Both cytokines communicate and confer instructions to target cells via binding to their cognate receptors oncostatin M receptor (OSMR) and leukemia inhibitory factor receptor (LIFR) [12]. Human OSM is additionally able to bind and signal via LIFR, while mouse OSM exclusively binds to OSMR [14]. The formation of oligomeric receptor complexes finally initiate intracellular signaling events through phosphorylation of components of the Janus kinase/signal transducer and activator of transcription (Jak/STAT) pathway, the mitogen-activated protein kinases (MAPKs) pathways and the phosphoinositide 3-kinase/protein kinase B (PI3K/Akt) pathway [12]. Intracellular crosstalk with other transcription factors such as nuclear factor-κB (NF-κB) and c–Myc has been reported as well [15,16].

The aforementioned species-specific receptor binding profile of OSM limits the usefulness of the murine system to mimic human conditions, thereby preventing direct translation of preclinical data obtained in the mouse into potential clinical trials and applications. Previous work by our group showed that changes in the amino acid composition of the so-called AB loop in OSM determines this species-specific binding diversity [17]. By replacing the amino acid sequence of the murine AB loop by the corresponding human protein, we engineered a human-like OSM (hlOSM) mutant protein that is capable to signal both via the OSMR and LIFR in murine cells [17]. In this study, we compared the effects of selective LIFR– and OSMR– signaling to concomitant activation of LIFR and OSMR in normoxic and hypoxic murine cardiomyocytes. Based on a detailed profiling of the temporospatial expression pattern of OSM and LIF during myocardial healing in mice, we additionally demonstrate for the first time that a short-term, post-infarction delivery of recombinant hlOSM was superior compared to administration of mLIF or mOSM alone to improve cardiac architecture and contractility after MI.

## 2. Results

### 2.1. Transcriptome and Gene Set Enrichment Analysis Characterizes STAT3, STAT5 and c–Myc as Major Common Signaling Molecules Downstream of OSMR and LIFR Activation in Cardiomyocytes

Human OSM is able to bind and signal via the OSMR and LIFR, while mouse OSM exclusively binds to OSMR [12,14] (Figure 1A). Changes in the amino acid composition of the AB loop were recently identified to determine this species-specific binding diversity [17]. By replacing the amino acid sequence of the murine AB loop by the corresponding human protein, we were able to create a human-like OSM (hlOSM) mutant protein that is capable to signal via the OSMR and LIFR in murine cells as reported previously [17] (Figure 1A,B). The possibility to induce exclusive LIFR–, OSMR– and dual LIFR/OSMR–mediated signaling in murine cardiomyocytes prompted us to characterize downstream effects of murine LIF (mLIF), murine OSM (mOSM) and the hlOSM mutant via transcriptome analysis (Figure 2A). Accordingly, RNA was isolated from murine cardiomyocytes stimulated with mLIF, mOSM and hlOSM for 24 h (Figure 2A). 

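Primary cardiomyocytes from adult male mice were exposed for 24 h to PBS, mLIF, mOSM or hlOSM in normoxia, and 3 libraries were sequenced per condition, 12 in all. The dose of each cytokine is 20 ng/mL in the paper and 25 ng/mL in the sample descriptions. Neither of them states whether libraries with the same replicate number came from cells of the same preparation. The authors aligned the reads to mm10, counted those lying on a single gene and deposited normalized counts rounded to whole numbers, without division by gene length. The paper's text does not name the normalization. The table lists 22915 genes, of which 15326 are protein-coding. The normalized counts of a library added up to between 2745748 and 2911891, with a median of 2860660 in PBS, 2808571 in mLIF, 2764994 in mOSM and 2775786 in hlOSM. These totals are not numbers of sequenced reads, which the normalized counts do not give. The paper gives only an average number of reads per library, far above these totals, so the depth behind a single value is unknown. The 10 genes with the highest mean normalized count over all 12 libraries, led by Ttn, held 2.89% ± 0.034 (SD, n = 3) of a library's total in PBS and 2.46% ± 0.078 (SD, n = 3) in hlOSM. Averaged over the 4 conditions, the log2 values of the libraries with replicate number 3 differed from those with replicate number 1 by nearly the same amount in every gene with a mean normalized count of at least 100. The SD of this difference over those 6626 genes was 0.0019, against 0.077 after the replicate numbers were shifted by 1 in mLIF and by 2 in hlOSM. Replicate numbers held 1.70% of the variance within conditions, where 25% is the share without an effect of the replicate number. Among the 216 alignments of the replicate numbers between conditions, this share was the smallest (exact permutation test, one-sided, p = 0.00463), and the others gave between 10.4% and 35.3%. The deposited values thus hold almost no difference between replicate numbers, and the paper's text names no step that would take it out. Differences between conditions were tested with limma on log2(normalized count + 1), in a single fit of all libraries, over the 13184 genes with a normalized count of at least 10 in at least 3 libraries. Genes with a two-sided Benjamini-Hochberg adjusted p under 0.05 were taken as DEG, without a minimum fold change. The paper's text names neither a test nor a threshold for its own DEG, so the numbers may rest on unlike thresholds. Because the fit treats the 3 libraries of a condition as independent, numbers of DEG are also given with the replicate number as a block, and named genes where the block changes whether they pass. In simulated values without any change between conditions, from which the effect of the replicate number had been taken out, 8.72% of the 13184 genes had an unadjusted p under 0.05 without the block and 4.72% with it.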

Addition of equivalent volumes of sterile PBS served as controls.

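Principal components were computed from the log2 values of the tested genes, each scaled to unit variance. The first component held 35.9% of the variance and the second 14.1%. Scores on the first component averaged −95.9 ± 22.4 (SD, n = 3) in PBS, −19.9 ± 10.9 (SD, n = 3) in mLIF, 46.9 ± 13.5 (SD, n = 3) in mOSM and 68.9 ± 19.9 (SD, n = 3) in hlOSM. The mLIF libraries lay between −55.0 and −34.3 on the second component and the PBS libraries between 7.57 and 23.6. The mOSM libraries ranged from −21.3 to 92.4 on the second component and the hlOSM libraries from −47.2 to 34.3, so that both ranges overlapped. Over all tested genes, the ratio of the variance between conditions to that within them was 2.79, and 4 of the 15400 ways to arrange the 12 libraries in 4 groups of 3 gave a ratio as large, the real one included (exact permutation test, one-sided, p = 0.00026). Same-numbered libraries deviate in opposite directions, which favors the real arrangement over those that put them in a single group. Among the 576 arrangements with each replicate number once per group, a test chosen after the data were seen, 4 were as large (exact p = 0.00694). The mean distance between an mOSM and an hlOSM library was 1.01 times the mean distance within these conditions, a difference smaller than the spread between replicates. For the other pairs of conditions the same ratio lay between 1.19 (mLIF and mOSM) and 1.51 (PBS and hlOSM). With only the 500 most variable genes, centred but not scaled, the share of the first component was 75.9%, the largest move among the alternatives.

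**Figure D1:**
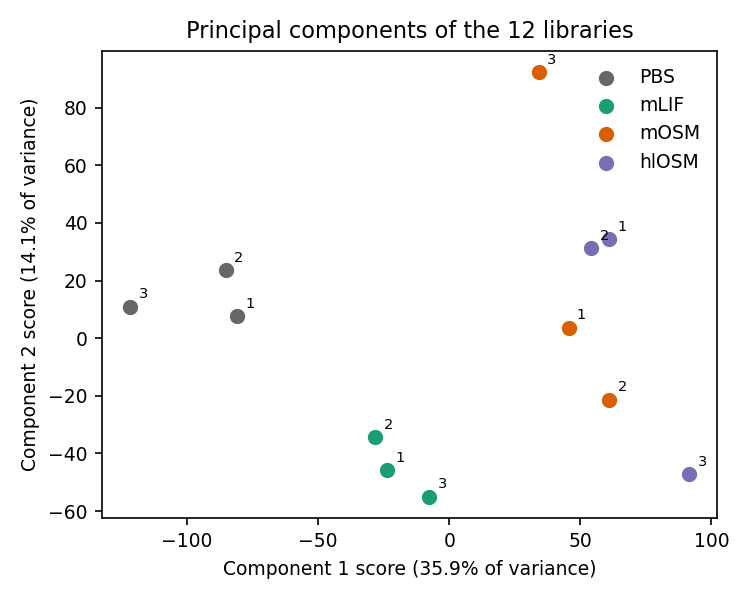
Scores of the 12 libraries on the first (35.9% of the variance) and the second principal component (14.1%), with each point a library, its color the condition and its digit the replicate number. The 3 PBS and the 3 mLIF libraries lie apart from all others, whereas the mOSM libraries reach up to 61.1 on the first component and the hlOSM libraries start at 54.2.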

Principal component analysis visualized a separate clustering of differentially expressed genes (DEG) in PBS– and mLIF–treated cardiomyocytes, while the set of DEG in mOSM– and hlOSM–treated cardiomyocytes partially overlapped (Figure 2B). Moreover, the number of down- and up-regulated genes in mOSM– and hlOSM-treated cardiomyocytes versus control exceeded approximately ten-fold the number of genes being regulated by mLIF (Figure 2C). 

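With mLIF, 721 genes were raised and 586 lowered against PBS. The corresponding numbers were 2031 and 2089 with mOSM, and 2393 and 2609 with hlOSM. In total, mOSM changed 3.15 times and hlOSM 3.83 times as many genes as mLIF. With the replicate number as a block, mLIF raised 447 and lowered 337 genes, mOSM 1648 and 1682, and hlOSM 1942 and 2178, which are 4.25 and 5.26 times the total of mLIF. The alternative that moved the numbers most was a minimum change of 2-fold, which left 76 raised and 30 lowered genes with mLIF, 370 and 312 with mOSM, and 403 and 442 with hlOSM, or 6.43 and 7.97 times the total of mLIF. The ratios moved most without replicate 3 of mLIF, to 7.98 and 9.71. In the other direction, the lowest ratio of mOSM was 2.18, when only the libraries compared were fitted. The lowest ratio of hlOSM was 2.65, without replicate 3 of hlOSM, where that of mOSM was 2.77. The median size of the log2 fold change among DEG was 0.40 with mLIF, 0.47 with mOSM and 0.48 with hlOSM. Of all tested genes, 30.3% had no overlap between the 3 mLIF and the 3 PBS libraries, 40.1% with mOSM and 47.0% with hlOSM. For independent libraries, chance gives 10%. For any single gene, the smallest exact p that 3 libraries against 3 allow is 0.1. Serpina3n (ENSMUSG00000021091, chromosome 12, 104406729 to 104414329), which encodes a serine protease inhibitor, rose most with mLIF among the DEG with a mean normalized count of at least 50 and no overlap of libraries. It went from 31.7 ± 14.3 (SD, n = 3) normalized counts in PBS to 153 ± 30.3 (SD, n = 3) in mLIF, a log2 fold change of 2.34 (standard error 0.23, adjusted p = 3.42e-06 from limma). Kbtbd11, of whose exonic bases 24.8% overlap a gene on the other strand, and Steap4 followed with log2 fold changes of 2.26 and 1.90. Under the same limits, the largest falls with mLIF were those of Il15 (−1.13), Gm9899 (−0.96) and Gm12295 (−0.94). Under these limits with mOSM and hlOSM, Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718), a cytokine gene, rose most. Its normalized counts were 6.00 ± 4.58 (SD, n = 3) in PBS, 211 ± 35.7 (SD, n = 3) in mOSM and 210.0 ± 45.6 (SD, n = 3) in hlOSM. The log2 fold changes were 5.13 (standard error 0.34, adjusted p = 1.71e-10 from limma) with mOSM and 5.11 (standard error 0.34, adjusted p = 1.26e-10 from limma) with hlOSM. Kbtbd11 and Serpinb2, of whose exonic bases 12.4% overlap Serpinb10 on the same strand, rose next, by between 4.30 and 4.90 on the log2 scale with either cytokine. Aldh1a1 and Adcyap1r1 fell most under the limits on mean and overlap, with log2 fold changes between −2.92 and −2.78 with either cytokine.

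**Figure D2:**
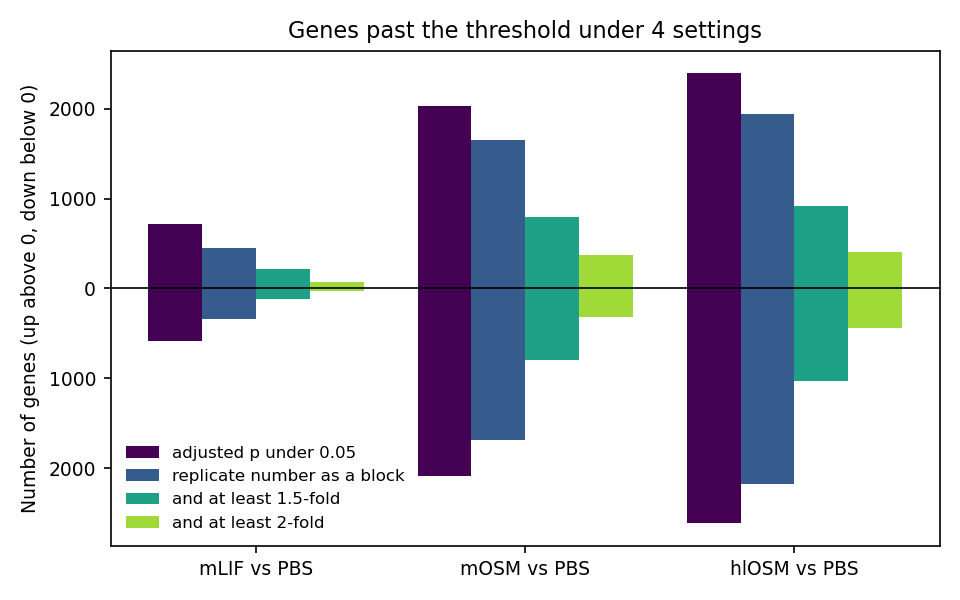
Number of DEG against PBS for each cytokine, with raised genes above and lowered genes below 0; bars stand for an adjusted p under 0.05, the same with the replicate number as a block, and the first criterion with a minimum of 1.5-fold or 2-fold. The bars of mLIF run from 721 raised genes to 76 and those of hlOSM from 2393 to 403.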

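Of the 2696 genes raised by at least 1 cytokine, 65.9% were raised by both mOSM and hlOSM, and of the 2921 genes lowered by at least 1 cytokine, 62.6% were lowered by both. The shares with the block were 67.1% of 2159 and 62.4% of 2390 genes. These shared sets include 1172 raised and 1344 lowered genes that were not past the threshold with mLIF, and 1049 and 1192 such genes with the replicate number as a block. In this group without a call in mLIF, 89.3% of the raised and 94.0% of the lowered genes moved in the same direction with mLIF, with median log2 fold changes of 0.18 and −0.16 against 0.46 and −0.44 with mOSM. Among the DEG of mLIF, 673 raised genes (93.3%) and 533 lowered genes (91.0%) were also DEG in the same direction with mOSM or hlOSM. Only 16 raised and 7 lowered genes were shared by mLIF and mOSM without hlOSM, and 53 and 40 by mLIF and hlOSM without mOSM. In the fit with the block, 429 raised (96.0%) and 316 lowered genes (93.8%) of mLIF were shared in this way, with 4 and 1 shared by mLIF and mOSM alone and 25 and 16 by mLIF and hlOSM alone. Across genes, which are not independent replicates, the log2 fold changes of mOSM and hlOSM had a Pearson correlation of 0.93, those of mLIF and hlOSM 0.71 and those of mLIF and mOSM 0.67. All these fold changes share the same 3 PBS libraries, whose noise alone raises such correlations and the share of genes that move in the same direction.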

Along these lines, the majority of up- and down-regulated DEG were shared by mOSM and hlOSM, whereas the number of DEG shared by mLIF with either mOSM or hlOSM was very limited (Figure 2D,E). 

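All 3 cytokines raised 604 genes and lowered 486 genes against PBS. With the replicate number as a block, these numbers were 400 and 299. Supplementary Figure S1 shows 70 genes in its raised and 39 genes in its lowered cluster, and all of them were among the genes tested. With mLIF, 53 of the 70 were raised and 30 of the 39 lowered past the threshold over all genes, and 56 and 32 when the adjustment covered only the genes of the figure. The fit with the block put 52 and 29 past it over all genes. With mOSM and with hlOSM, every gene of both clusters passed under either adjustment. The figure holds the authors' selection from the same libraries, so that the adjustment over its genes alone says nothing about their stability. Median log2 fold changes in the raised cluster were 0.69 with mLIF, 1.71 with mOSM and 1.77 with hlOSM, and in the lowered cluster −0.48, −1.24 and −1.52. The smallest adjusted p with mLIF in the raised cluster belonged to Socs3 (ENSMUSG00000053113, chromosome 11, 117966079 to 117970047), Fgl2 and Selp, the last with 14.1% of its exonic bases overlapped by genes on the other strand. Socs3, which encodes a suppressor of cytokine signaling, had 192 ± 21.4 (SD, n = 3) normalized counts in PBS, 386 ± 34.2 (SD, n = 3) in mLIF, 816 ± 56.3 (SD, n = 3) in mOSM and 865 ± 52.9 (SD, n = 3) in hlOSM. Its log2 fold changes were 1.00 (standard error 0.08, adjusted p = 1.02e-07 from limma) with mLIF, 2.09 (adjusted p = 2.06e-14) with mOSM and 2.17 (adjusted p = 8.80e-15) with hlOSM. In the lowered cluster, Sema3c, Nebl and Fsd2 had the smallest adjusted p with mLIF, at log2 fold changes of −0.64, −0.46 and −0.63.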

Overall, we found 50 down- and 36 up-regulated genes by all three cytokines when compared to PBS-treated cardiomyocytes (Figure 2D,E, Supplementary Figure S1). The highest number of genes being exclusively up- and down-regulated by a singular cytokine was referred to hlOSM (Figure 2D,E). 

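Exclusively with hlOSM, 564 genes were raised and 739 lowered, against 239 and 252 with mOSM alone and 48 and 53 with mLIF alone. With the replicate number as a block, the numbers were 468 and 671 for hlOSM, 195 and 190 for mOSM, and 18 and 21 for mLIF. Without replicate 3 of hlOSM, the raised genes exclusive to hlOSM numbered 223 and those exclusive to mOSM 493. Of the genes exclusive to hlOSM, 98.0% of the raised and 98.4% of the lowered moved in the same direction with mOSM. The raised genes had a median log2 fold change of 0.33 with hlOSM and 0.18 with mOSM, and the lowered genes −0.35 and −0.19. Part of this likeness comes from the PBS libraries that both comparisons share, and how much was not tested. When hlOSM was tested directly against mOSM, 0 of these raised genes and 1 of these lowered genes passed the threshold. The direct comparison of hlOSM with mOSM put 0 raised and 14 lowered genes past the threshold, and 987 genes had an unadjusted p under 0.05. With the replicate number as a block, 2 lowered genes remained past it, Camk2b and Arc. Of all tested genes, 9.74% had no overlap between the 3 hlOSM and the 3 mOSM libraries, close to the 10% that chance gives for independent libraries. Because same-numbered libraries deviate in opposite directions, the share of chance in these values may differ from 10% and was not determined. Camk2b (ENSMUSG00000057897, chromosome 11, 5969644 to 6066362), which encodes a calcium/calmodulin-dependent protein kinase subunit, had 69 ± 4.36 (SD, n = 3) normalized counts in mOSM and 38.7 ± 4.73 (SD, n = 3) in hlOSM, a log2 fold change of −0.82 (standard error 0.11, adjusted p = 0.00426 from limma). Gm12295 and Arc differed by −0.71 and −0.65, and Gm12295 had an adjusted p of 0.0808 with the block.

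**Figure D3:**
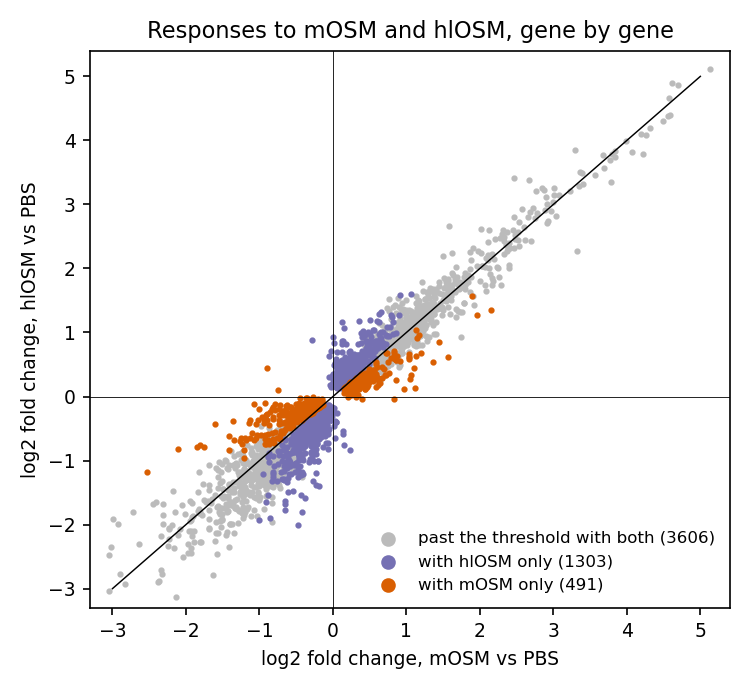
Log2 fold changes against PBS with mOSM (x axis) and hlOSM (y axis), with each point a gene past the threshold with both (3606), with hlOSM alone of the 3 cytokines (1303) or with mOSM alone (491), and the line marking equal changes. Most genes exclusive to hlOSM lie in the same quadrant as the shared ones, 98.0% of those raised and 98.4% of those lowered.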

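The normalized counts of each cytokine against PBS were ranked by the signal-to-noise ratio and tested against 11 gene lists with gseapy, with 1000 permutations of the genes. This test follows the permutation type that the paper names for GSEA. The lists were written by hand after the hallmark sets named in the paper, and a list of sarcomeric genes was added to them. They were not compared with the hallmark collection itself, so their members can differ from it. Apart from the sarcomeric list, they follow sets that the paper reports from these same libraries. The q was adjusted over these 11 lists only. Enrichment here is therefore no independent support for that of the paper. Between 16 and 169 genes of a list were among the genes tested, and lists with a q under 0.05 were taken as enriched. A q of 0.001 is the smallest that these permutations can give. In this way, 4 lists were enriched among the raised and 2 among the lowered genes with mLIF, 5 and 2 with mOSM, and 5 and 4 with hlOSM. Permutation of genes takes them as independent of one another. When the correlation between genes was estimated with limma's camera test, 0 of the 11 lists passed with any cytokine, with adjusted p between 0.265 and 0.836, and 0 lists had an unadjusted p under 0.05 with mLIF, 1 with mOSM and 0 with hlOSM. With the replicate number as a block in camera, 0 lists passed as well, with adjusted p between 0.063 and 0.786, and 1, 4 and 4 lists had an unadjusted p under 0.05.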

We next performed gene set enrichment analysis (GSEA) of DEG obtained from pairwise comparisons of all cytokine-treated versus control samples to specify downstream signaling cascades and molecular functions that are induced and affected by mLIF, mOSM and hlOSM, respectively. Based on an unsupervised, hierarchical clustering of DEG ranked by a normalized enrichment score, particularly gene clusters related to STAT3- and STAT5-mediated signaling cascades, whose activation has been reported to play a pivotal cardioprotective role, were increased in mLIF–, mOSM– and hlOSM–treated cardiomyocytes (Figure 2F) [18,19,20,21,22,23]. 

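The list of IL6-JAK-STAT3 signaling, with 63 genes tested, had normalized enrichment scores of 1.96 with mLIF, 2.05 with mOSM and 1.90 with hlOSM, each with the smallest q that the permutations allow. The list of IL2-STAT5 signaling scored 1.59 (q = 0.0135, permutation test) with mLIF, 2.04 with mOSM and 1.89 with hlOSM, the last pair at the smallest q. The mLIF score of IL2-STAT5 was 1.33 without the filter on low values and no longer past the threshold. The transcript of Stat3 (ENSMUSG00000004040, chromosome 11, 100885098 to 100939540) had 1043 ± 51.1 (SD, n = 3) normalized counts in PBS and 1191 ± 23.1 (SD, n = 3), 1326 ± 39.2 (SD, n = 3) and 1334 ± 92.7 (SD, n = 3) with mLIF, mOSM and hlOSM. Its log2 fold changes were 0.19, 0.35 and 0.35 (standard error 0.05), with adjusted p of 0.028, 3.75e-05 and 2.23e-05 from limma. With the block the adjusted p with mLIF was 0.0528. With mLIF, Stat3 passed in only 1 of the 6 fits that left out one of the libraries compared. Stat5a changed by 0.07 with mLIF (adjusted p = 0.748 from limma), by 0.60 with mOSM and by 0.75 with hlOSM on the log2 scale. Stat5b was lower with mOSM (log2 fold change −0.24, adjusted p = 0.00722 from limma and 0.0189 with the block) and did not pass the threshold with mLIF or hlOSM. Among the receptor transcripts, Osmr (chromosome 15, 6813577 to 6874969) rose by 0.60, 0.96 and 1.07 on the log2 scale with mLIF, mOSM and hlOSM, each past the threshold. Lifr stayed within 0.09 of PBS on the log2 scale with every cytokine (adjusted p from 0.575 to 0.966), and Il6st rose by 0.19 with mOSM and 0.18 with hlOSM. The transcript of Lif rose by 0.68 with mOSM and 0.53 with hlOSM. Osm had normalized counts of at most 1 in every library and was not detectable in these values. From the enrichment of such gene clusters with all 3 cytokines, the paper names STAT3 and STAT5 among the major common signaling molecules downstream of OSMR and LIFR activation (Figure 2). It also measured phosphorylated STAT3, STAT5 and c-Myc by immunoblot (Figure 3). Transcript values do not measure this activation and so neither back nor contradict it.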

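The list of c-Myc targets, with 55 genes tested, had normalized enrichment scores of 1.70 (q = 0.00613, permutation test) with mLIF, 1.89 with mOSM and 1.91 with hlOSM. The list of the inflammatory response, with 127 genes, scored 1.53 (q = 0.017, permutation test), 1.97 and 1.84, and its mLIF score fell to 1.28 and out of the threshold without the filter on low values. The q of both lists with mOSM and hlOSM was the smallest that the permutations allow. The transcript of Myc itself (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) rose from 256 ± 14.9 (SD, n = 3) normalized counts in PBS to 327 ± 26.7 (SD, n = 3) with mLIF, 341 ± 59.1 (SD, n = 3) with mOSM and 348 ± 40.3 (SD, n = 3) with hlOSM. The log2 fold changes were 0.35, 0.40 and 0.44 (standard error 0.10). Their adjusted p was 0.0272, 0.00336 and 0.00134 from limma, and 0.043, 0.00478 and 0.00188 with the block. With mLIF, Myc passed in only 3 of the 6 fits that left out one of the libraries compared. Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735), an inhibitor of metalloproteinases, had 84.3 ± 15.2 (SD, n = 3) normalized counts in PBS, 139 ± 9.45 (SD, n = 3) in mLIF, 249.7 ± 22.2 (SD, n = 3) in mOSM and 249.3 ± 31.4 (SD, n = 3) in hlOSM. All 3 log2 fold changes of Timp1, 0.73, 1.57 and 1.56, were past the threshold, with and without the block. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) had 11.3 ± 3.51 (SD, n = 3) normalized counts in PBS and 12.7 ± 2.89 (SD, n = 3) in mLIF, a difference smaller than the spread between replicates (log2 fold change 0.17, standard error 0.23, adjusted p = 0.695 from limma). It reached 98.3 ± 19.4 (SD, n = 3) in mOSM and 86.7 ± 26.4 (SD, n = 3) in hlOSM, log2 fold changes of 3.03 and 2.82. Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) had low values throughout, between 1 and 3 normalized counts in PBS and between 3 and 5 in mLIF, which was not past the threshold (adjusted p = 0.203 from limma). Its mean of 8.33 in mOSM is at least 2.78-fold and that of 12.7 in hlOSM at least 4.22-fold higher than in PBS, and both passed the threshold (adjusted p = 0.00217 and 6.71e-05 from limma).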

Target genes of the transcription factor c–Myc and inflammatory-associated genes (e.g., Cxcl9, Il6, Timp1) were also found to be positively enriched in cardiomyocytes upon stimulation with mLIF, mOSM and hlOSM (Figure 2F).

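The list of myogenesis, with 158 genes tested, had normalized enrichment scores of −1.601 (q = 0.0288, permutation test) with mLIF, −1.38 (q = 0.0847, permutation test) with mOSM and −1.55 (q = 0.0216, permutation test) with hlOSM, so that the score with mOSM was not past the threshold. Its 10 leading genes with mOSM and hlOSM included the collagen genes Col15a1 and Col6a2. With hlOSM, marker genes of fibroblasts (median log2 fold change −0.50) and mural cells (−0.71) fell more than those of cardiomyocytes (−0.34). Those of endothelial cells (0.31) and macrophages (−0.04) did not. The myogenesis score can therefore reflect genes of other cells too. The list of 38 sarcomeric genes, all of them tested, scored −2.26, −2.04 and −2.10, each at the smallest q of the permutations. Of these 38 genes, 35 were lower with mLIF, 35 with mOSM and 36 with hlOSM, and 17, 26 and 25 were lower past the threshold. The median log2 fold change of the sarcomeric list was −0.17 with mLIF, −0.28 with mOSM and −0.30 with hlOSM. Ldb3 (ENSMUSG00000021798, chromosome 14, 34526603 to 34588682), which encodes a Z-disc protein, fell from 1186 ± 95.1 (SD, n = 3) normalized counts in PBS to 955 ± 18.2 (SD, n = 3) in mLIF, 692 ± 24.6 (SD, n = 3) in mOSM and 580.3 ± 27.2 (SD, n = 3) in hlOSM. Its log2 fold changes were −0.31, −0.77 and −1.03 (standard error 0.06), with adjusted p of 0.00191, 1.33e-09 and 8.14e-12 from limma. Ttn changed by −0.20, −0.52 and −0.48, each past the threshold. With mLIF, it passed in only 1 of the 6 fits that left out one of the libraries compared. Ttn had the highest value in every library, so that quantile normalization sets its change to 0. Myh6 changed by −0.30, −0.35 and −0.36 and Myh7, of whose exonic bases 13.3% overlap genes on the other strand, by −0.26, −0.44 and −0.56. Over the alternatives, the highest adjusted p of Myh6 was 0.338, 0.274 and 0.224 from limma, so that its calls depended on the setting with every cytokine. With the block, the adjusted p of Myh7 with mLIF was 0.0699, and Myh7 with mLIF passed in 0 of the 6 fits with a library left out. Actc1 fell by 0.19 on the log2 scale with both mOSM and hlOSM past the threshold but by 0.12 with mLIF, which did not pass. Of the 6 fits with a library left out, Actc1 passed in 2 with mOSM and in 1 with hlOSM. Nppa, of whose exonic bases 61.5% overlap a gene on the other strand, passed only with hlOSM (−0.37), and Ankrd1 passed with none, with log2 fold changes between −0.07 and −0.04. Counting each read start position once, which is not excluded, would shrink changes in genes with many reads per exonic base. A correction for it, chosen after seeing the data, moved hlOSM values of Myh6 to −0.52 and of Actc1 to −0.30. Ldb3 moved to −1.11 and Ankrd1 only from −0.05 to −0.07.

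**Figure D4:**
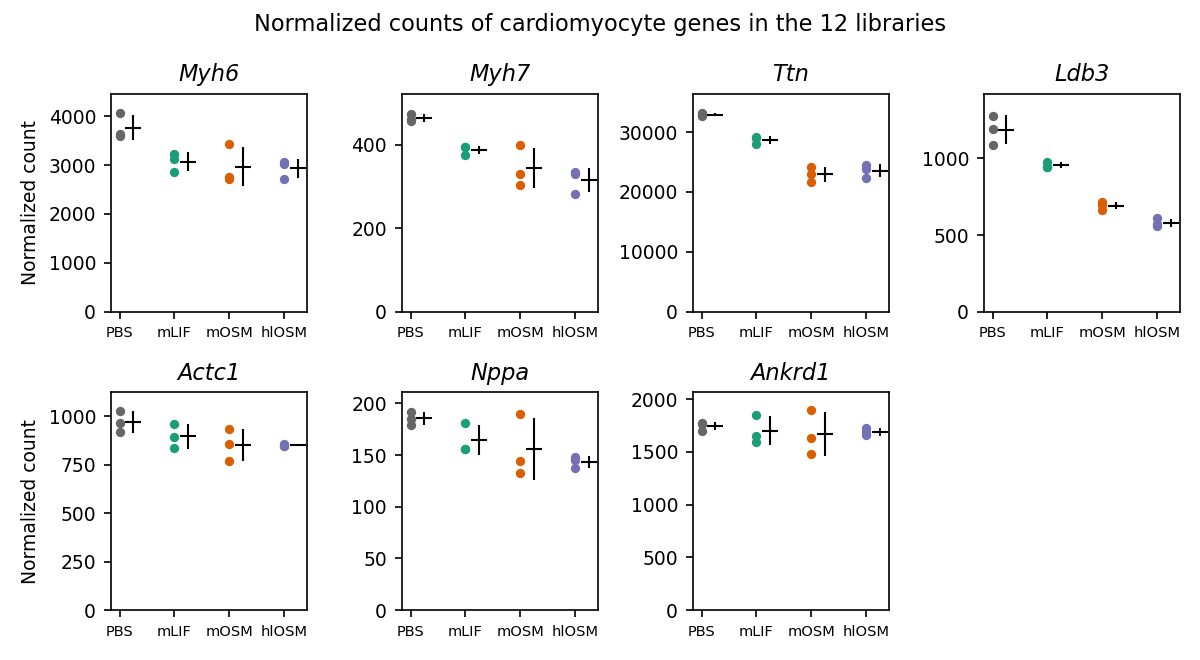
Normalized counts of 7 cardiomyocyte genes in each library, with points for the 3 libraries of a condition and a bar for their mean with its SD, on axes that start at 0. Ldb3 goes from a mean of 1186 in PBS to 580.3 in hlOSM, and the values of Ankrd1 overlap between the conditions.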

Vice versa, GSEA identified a reduced number of myogenic, sarcomeric genes, which is most likely reflecting a phenotypic conversion of cardiomyocytes undergoing dedifferentiation as reported previously by our group (Figure 2F) [5,24].

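The list of TNF-α signaling via NFκB, with 169 genes tested, had a normalized enrichment score of 2.00 with mOSM and 1.80 with hlOSM (q = 0.001 and 0.00131, permutation test). With mLIF the score was 1.33, where q was 0.068. Ranked by the limma statistic, the list passed with mLIF too (1.39, q = 0.0425, permutation test). It did so in 3 of the 6 fits that left out one of the libraries compared, but not without the filter (1.02). The list of the interferon-α response, with 79 genes, scored −1.89 with mOSM and −1.80 with hlOSM (q = 0.001 and 0.0016, permutation test) and −0.9995 with mLIF (q = 0.543). For the list of genes lowered by UV, with 134 genes, the scores were −0.98, −1.31 and −1.35 with mLIF, mOSM and hlOSM, and no q was under the threshold (0.483, 0.0848 and 0.0668). When genes were ranked by the limma statistic instead, this list passed with mOSM (−1.55) and hlOSM (−1.66). The list of pancreas beta cells, with 16 genes, passed only with hlOSM (−1.501, q = 0.0234), and the Hedgehog list, with 25 genes, passed with none, though without the filter it passed with mLIF (1.43) and hlOSM (−1.44). Whether a score differed between cytokines was not tested.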

A restricted number of gene clusters were individually deregulated upon mLIF, mOSM or hlOSM stimulation and were especially related to inflammatory and stress-related processes such as TNF-α signaling via NFκB, INF-α response and UV-induced DNA response, respectively (Figure 2F).

### 2.2. OSMR– and LIFR–Mediated Activation of STAT3 but Not of STAT5 and c–Myc Is Linked to Increased Survival of Cultured Cardiomyocytes under Hypoxic Conditions

Our functional enrichment analysis of murine cardiomyocytes suggested that mLIF, mOSM and hlOSM commonly activate signaling cascades, which in turn are supposed to protect the heart under ischemic conditions [25]. We, therefore, aimed to substantiate this hypothesis by monitoring the profile of activated, i.e., phosphorylated (p–)STAT3 (Tyr705), p–STAT5 (Tyr694) and p–c–Myc (Ser62) in PBS– versus mLIF–, mOSM– and hlOSM-treated cardiomyocytes cultured under normoxic (21% O_2_) and hypoxic (1% O_2_) conditions. Accordingly, addition of mLIF, mOSM and hlOSM to both normoxic and hypoxic cardiomyocytes induced an increase of p-STAT3 within 24 h (Figure 3A,B). The human-like OSM mutant protein exerted the most potent effect on STAT3 activation, whereas mLIF was least pronounced among all cytokines tested (Figure 3A,B). The activation profile of STAT5 and c–Myc was comparable to STAT3, identifying hlOSM as the strongest inducer, followed by mOSM and mLIF (Figure 3C–F). A statistically significant increase of p–STAT5 and p–c–Myc, however, was only detectable under normoxic but not hypoxic conditions (Figure 3C–F).

Next, we directly tested the capability of mLIF, mOSM and hlOSM to protect cardiomyocytes from hypoxia-mediated cell death in vitro. Isolated murine cardiomyocytes were treated with PBS, mLIF, mOSM and hlOSM and exposed to hypoxic conditions. After 24 h, the viability dye Calcein-AM and nuclei dye Hoechst 33342 were added to quantify the percentage of viable cardiomyocytes (Figure 3G). PBS-treated cardiomyocytes cultured under normoxic conditions were used as a reference. Thus, we could identify a significant decrease of viable cardiomyocytes in PBS-treated cardiomyocytes maintained under hypoxic versus normoxic conditions (Figure 3G,H). The addition of mLIF, mOSM and hlOSM to cell culture medium efficiently prevented this substantial loss of Calcein^pos^ cardiomyocytes, whereas the human-like OSM mutant protein was most effective in suppressing hypoxia-mediated cell death (Figure 3G,H). We complementarily measured the release of lactate dehydrogenase by hypoxic cardiomyocytes, which is proportional to the amount of damaged or injured cells. Here, mLIF, mOSM and hlOSM were all shown to significantly reduce the amount of lactate dehydrogenase in a comparable manner (Figure 3I). Our in vitro studies generally underline a direct cardioprotective effect of mOSM, mLIF and hlOSM on cardiomyocytes. The maximum increase of activated STAT3 and suppression of cell death under hypoxic conditions via the human-like OSM mutant further imply additive effects via simultaneous activation of OSMR and LIFR.

### 2.3. Kinetic Expression Pattern of OSM, LIF and Their Corresponding Receptors in Cardiac Tissue after the Onset of Myocardial Infarction in Mice

A comparative assessment of therapeutic-oriented, interventional delivery strategies of OSM and LIF to support endogenous repair events has not been conducted yet. In order to delineate the time window for intervention, we profiled the temporal expression pattern of OSM, LIF and their corresponding receptors during myocardial healing in mice. A permanent surgical ligation of the left anterior descending coronary artery in adult male C57/Bl6 mice was employed to mimic myocardial infarction (MI) in humans. Infarcted hearts were collected at Days 1, 2, 4, 7 and 14 post-MI encompassing the early inflammatory phase and the consecutive reparative phase of cardiac repair in mice [26] (Figure 4A). We additionally fractionated hearts into a non-infarcted remote zone (RZ) and infarction zone (IZ) to identify potential spatial differences by means of immunoblot analysis (Figure 4A). Within the first 2 days post-MI, we observed comparable expression levels of the OSMR in RZ and IZ (Figure 4B,C). From Day 4 post-MI on, we identified a marked and significant increase of the OSMR at sites of injury (Figure 4B,C). These findings contrasted with the temporospatial expression profile of the LIFR, displaying a moderate but gradual decline within the IZ during our period of observation (Figure 4B,D). With regard to both ligands, we identified an equivalent and sustained increase of OSM and LIF within the IZ during the early inflammatory phase (Figure 4B,E,F). Intriguingly, we also observed a comparable expression profile of OSM and LIF in blood of infarcted mice, wherein both cytokines continuously increased over time (Supplementary Figure S2A,B). 

We further studied the spatial expression profile of OSMR and LIFR in infarcted hearts of mice by immunohistochemical analysis. The overall expression pattern of both receptors was characterized by an intense staining of OSMR and LIFR within the infarcted region, which might be referred to the presence of fibroblasts as described previously (Figure 4G,H) [27]. Moreover, we found OSMR^pos^ and LIFR^pos^ cardiomyocytes allocated in close proximity to the infarcted area and within the remote zone, whereas the LIFR seems to be more evenly distributed within the myocardium (Figure 4G,H). Our kinetic expression profiling conclusively implies an increased activation of OSM- and LIF-mediated signaling in ischemic hearts during the early inflammatory phase. A comparable spatial expression profile of OSMR and LIFR expressing cardiomyocytes additionally argue for overlapping or additive ligand-receptor interactions. 

### 2.4. Post–Infarction Administration of mLIF, mOSM and hlOSM Modulates Activation of STAT3, STAT5 and c–Myc at Distinct Sites within the Myocardium

The protective effect of mLIF, mOSM and hlOSM on ischemically challenged cardiomyocytes, along with the endogenous transient increase of OSM and LIF in ischemic hearts during the early inflammatory phase conclusively led us to study the effects of a temporally restricted, systemic administration of mLIF, mOSM and hlOSM on infarcted hearts of mice. Repetitive, intraperitoneal injections after the onset of MI as well as on Days 1, 2 and 3 post-MI were performed to test and compare the cardioprotective potency of an externally supported activation of LIFR and OSMR-mediated signaling in the post-ischemic murine heart (Figure 5A). A dose of 100 ng recombinant mLIF, mOSM and hlOSM per gram of body weight and day was chosen as equivalent doses of murine OSM have been shown to improve cardiac performance and survival of infarcted WT mice in prophylactic pretreatment approaches [5]. We first characterized modulatory effects on STAT3, STAT5 and c–Myc activation within the non-infarcted remote zone (RZ), border zone (BZ) and infarction zone (IZ) at Day 4 post-MI to (i) prove a cardiac-specific effect by our systemic delivery approach and (ii) perform a detailed spatial expression analysis of signaling molecules activated in cultured cardiomyocytes upon treatment with our battery of cytokines (Figure 5A).

In comparison to the +PBS reference group, we could identify an increased phosphorylation of STAT3 within the RZ, BZ and IZ upon injection of mLIF, mOSM and hlOSM (Figure 5B,C). The administration of mLIF and hlOSM resulted in a higher activation profile of STAT3 when compared to mOSM and appeared equivalent with a more prominent increase of p–STAT3 (Tyr705) within the BZ and IZ (Figure 5B,C). The overall protein expression of STAT3 was not affected among all groups (Figure 5B, Supplementary Figure S3A). Very similar to phosphorylated STAT3, we found an increased activation of p–STAT5 via mLIF and hlOSM in infarcted hearts of mice (Figure 5D,E). Importantly, a significant increase of p–STAT5 (Tyr694) by mLIF and hlOSM was mostly referred to the non-infarcted remote zone, which is diametrically opposed to the increase of p–STAT3 (Tyr705) within infarcted and ischemically challenged regions (Figure 5D,E). Finally, the increased activation profile of STAT5 in RZ and BZ was accompanied with a moderate increase of total STAT5 protein expression by mLIF and hlOSM (Figure 5D, Supplementary Figure S3B). 

The most significant changes in total protein expression upon systemic injections of mLIF, mOSM and hlOSM were identified for c–Myc within the IZ at Day 4 post-MI (Figure 5F, Supplementary Figure S3C). Virtually all cytokines mediated a pronounced increase of total c–Myc protein levels, whereas its activation appeared to be very specific to murine OSM (Figure 5F,G and Supplementary Figure S3C). More detailed, systemic injections of mOSM but not mLIF and hlOSM resulted in a massive phosphorylation of c–Myc throughout the entire myocardium (Figure 5F,G). 

The differential expression of phosphorylated STAT3, STAT5 and c–Myc upon systemic injections of mLIF, mOSM and hlOSM substantiate the validity of this approach to modulate cardiac-specific processes. Unexpectedly, our spatial expression analysis of signaling molecules imply a complex and non-redundant activity of OSM and LIF at distinct sites of the injured heart.

### 2.5. Simultaneous Activation of the OSMR and LIFR by hlOSM after the Onset of MI Preserves Cardiac Architecture and Contractility

We subsequently studied potential morphological and functional consequences of our post-infarction cytokine administration approach in mice via magnetic resonance imaging (MRI) at Day 28 post-MI (Supplementary. Figure S4A,B). Accordingly, we determined a lower end-diastolic and end-systolic volume in hlOSM– versus PBS–, mLIF– and mOSM–treated mice (Supplementary Figure S4C,D). The stroke volume was comparable between all groups (Supplementary Figure S4E). A reduced left ventricular mass, smaller infarct size and a higher left ventricular ejection fraction (LVEF) suggested a better preserved left ventricular architecture of mice receiving hlOSM, although these differences were not statistically significant (Supplementary Figure S4F–H). As these parameters, particularly LVEF, mostly reflect alterations in global ventricular dimensions and not actual myocardial contractility, we performed a more detailed characterization of the left ventricle by examining myocardial strain. This emerging technique allows the targeted study of the longitudinal, circumferential, and radial directed contractile myocardial deformation at both global and regional levels and has been shown to be more intimately related to cardiomyocyte contractility than LVEF (Figure 6A) [28,29,30]. Referring to our four groups, we found higher negative global longitudinal (GLS) and global circumferential strain (GCS) peak-systolic strain values in hlOSM-treated mice, indicating a more preserved contractile function of the left ventricle after MI (Figure 6B,C). Mean global radial strain (GRS) values, a parameter for wall thickening, were not different between PBS and cytokine-treated mice (Figure 6D). 

Given the structural and functional differences between infarcted and non-ischemic regions, we additionally performed regional circumferential strain (RCS) analysis of the left ventricle being divided into an infarcted apical part, adjacent midventricular part, and a remote basal part (Figure 6E). Here, we could identify a higher negative regional circumferential strain value not only in the injured apical and midventricular section but also in the non-injured basal regions of infarcted mice, which had received hlOSM (Figure 6F–I). Repetitive injections of mLIF and mOSM did not affect regional circumferential strain values, i.e., were not efficient in preserving cardiac contractility within defined segments when compared with PBS-treated mice (Figure 6F–I). We further correlated RCS values with respective infarct sizes to elaborate whether the improved contractile function of the remote basal myocardium is referred to a more preserved global architecture or to an improvement in local myocyte function (Supplementary Figure S5). Pearson correlations and linear regression of RCS values with infarct size showed a strong positive correlation between regional apical circumferential strain values and the size of myocardial infarction (r = 0.70, *p* < 0.0001) (Supplementary Figure S5A). This relationship progressively weakened from the midventricular (r = 0.61, *p* = 0.0001) to the basal section (r = 0.41, *p* = 0.02) (Supplementary Figure S5B,C). This marked decrease in correlation of infarct size and RCS from the infarcted apical portion to the remote basal myocardium conclusively suggests that hlOSM exerts not only direct cardioprotective on hypoxic but on normoxic cardiomyocytes as well. A simultaneous and rapid activation of both OSMR and LIFR within infarcted hearts might therefore constitute a novel opportunity to preserve the functional and structural integrity of the damaged heart.

## 3. Discussion

Loss- and gain-of-function studies in animal models of ischemic heart disease revealed a crucial role of OSMR and LIFR activation for cardiac repair [6,7,8,9,10]. These promising basic findings, however, have not been translated into clinical trials and applications mostly because of species-specific receptor binding diversities of OSM in mice and humans. The prophylactic and long-term design of most delivery approaches to enhance OSM and LIF signaling in rodents additionally did not permit a reliable prognosis of their therapeutic potential for the treatment of acute ischemic heart diseases. Our present study especially aimed to bridge this gap via (i) comparing downstream effects of exclusive LIFR, OSMR and dual LIFR/OSMR signaling in murine cardiomyocytes via administration of recombinant murine LIF (mLIF), murine OSM (mOSM) and an engineered human-like OSM mutant protein (hlOSM), (ii) monitoring the endogenous kinetic expression profile of OSM and LIF to define a clinically relevant time frame for putative therapeutic interventions and (iii) assessing the cardioprotective potency of an externally supported activation of LIFR and OSMR-mediated signaling in the post-ischemic murine heart via post-infarction delivery of recombinant mLIF, mOSM and hlOSM.

Our data suggest that a simultaneous and rapid activation of both receptors throughout the inflammatory phase of myocardial healing effectively reduces cell death of cardiomyocytes within the infarcted myocardium. This direct cardioprotective effect of hlOSM administration appears to involve not only the myocardial tissue downstream of the occluded left anterior descending artery but encompasses midventricular and basal regions, as suggested by our resolution of regional myocardial strain and correlation analyses. In other words, repetitive short-term injections of recombinant hlOSM are sufficient to reduce infarct expansion in mice, which is originally defined as the combination of left ventricular wall thinning in the radial direction and dilation in the longitudinal–circumferential plane [31,32]. Unaltered global radial strain values of PBS– versus hlOSM-treated mice do not pinpoint to an altered diameter, i.e., thinning of the left ventricle. A hypertrophic effect of OSMR– and LIFR-mediated signaling on cardiomyocytes under acute ischemic conditions, as suggested previously, also seems unlikely in view of our data [33,34]. The preserved contraction in longitudinal and circumferential directions of hlOSM-treated mice rather suggest an increased cardiomyocyte resistance to hypoxia, which has been similarly observed in our hypoxic cardiomyocyte cultures upon stimulation with mLIF, mOSM and hlOSM. The overall importance of a restricted infarct expansion is not only related to protect contracting cardiomyocytes from cellular death but to diminish progressive remodeling culminating in an increased incidence of cardiac rupture, left ventricular dilation and heart failure [35,36,37].

The simultaneous but divergent activation profile of STAT3 within infarcted and non-infarcted regions on the one hand and activation of STAT5 restricted to non-infarcted regions on the other hand imply site-specific and environmentally dependent activities of mOSM, mLIF and hlOSM on cardiomyocytes. Normoxic and hypoxic cultures of murine cardiomyocytes substantiate this hypothesis as our battery of cytokines is able to activate STAT3 under both conditions, whereas STAT5 is found to be exclusively activated under normoxic conditions. The activation of different STATs by one cytokine has been documented in numerous cell types and has been shown to allow fine adjustments of cellular processes [38]. Cardiomyocyte-specific deletions of either STAT3 or STAT5 in mice subjected to models of myocardial ischemia/reperfusion emphasized their requirement for cardiomyocyte survival via upregulation of anti-apoptotic and anti-oxidant proteins [18,39,40,41]. Certainly, the improved adaptability of cultured cardiomyocytes to survive hours of ischemia upon treatment with mLIF, mOSM and hlOSM additionally argue for rapid, non-transcriptional processes orchestrating cellular survival. Indeed, ischemic conditions have been recently reported to induce intracellular translocation of STAT3 to mitochondria in cardiomyocytes, which inhibits the opening of the mitochondrial permeability transition pore and thus allows the cell to better cope with oxidative stress [42,43,44]. Mitochondrial activities of STAT5 have been reported as well, but its contribution to protect ischemically challenged cardiomyocytes has not been studied yet [45]. A reduced expression of hypoxia inducible factor−1α, interleukin−10 and vascular endothelial growth factor in hearts of cardiomyocyte-specific STAT5 knockout mice following remote ischemic preconditioning combined with myocardial ischemia/reperfusion injury imply a complementary and indirect cardioprotective regulatory role of STAT5 during cardiac repair [39]. The increase of active p–STAT5 in remote, non-infarcted regions upon mLIF and hlOSM administration may conclusively constitute a LIFR-mediated indirect protection loop, which adds to the STAT3–mediated resilience and survival of hypoxic cardiomyocytes. Distinct activation profiles of STAT3 and STAT5 in pig models of regional ischemia/reperfusion injury and remote ischemic preconditioning in human patients undergoing coronary artery interventions alternatively prompted an association of STAT3 activation and STAT5 inhibition with increased cardioprotection [22,46]. The simultaneous activation of STAT3 and STAT5 in normoxic cardiomyocytes by mLIF, mOSM and hlOSM, however, does not necessarily speak for such opposing or even antagonizing regulatory circuits.

Our transcriptome and immunoblot analysis of cultured cardiomyocytes and infarcted tissue characterized c–Myc as a third transcription factor being involved in LIFR- and OSMR-mediated downstream signaling. A cardioprotective function of c–Myc has been referred to its modulatory role on cardiac metabolism under ischemic conditions, which is marked by a switch from fatty acid oxidation to glycolysis [47]. Accordingly, activation of c–Myc in ischemic hearts was shown to increase glucose utilization and decrease fatty oxidation in order to meet the metabolic energy demand of cardiomyocytes during oxygen shortage [48]. This switch in cardiac metabolism is further supposed to contribute to the phenotypic conversion of cardiomyocytes towards a dedifferentiated state after the onset of myocardial ischemia [49]. The potency of OSM to induce cardiomyocyte dedifferentiation along with the predominant activation of c–Myc in mOSM–treated mice strongly suggest an intracellular interplay between glycolysis and dedifferentiation via OSM–OSMR signaling [5]. Conversely, our findings imply that the activation of LIFR–mediating signaling cascades within infarcted hearts do not result in a significant activation of c–Myc. The increased activation of STAT3 by mLIF and hlOSM putatively pose a negative regulatory module of c–Myc activation as STAT3 has been shown to suppress effector functions of c–Myc in fibroblasts [50].

An enhanced but divergent activation profile of STAT3 and STAT5 via mLIF and hlOSM versus increased activation of c–Myc upon mOSM administration conclusively argue for ligand–receptor–specific activation of distinct signaling events within the injured heart. A preserved cardiac function following administration of hlOSM but not mLIF exemplifies the need to further dissect those molecular mechanisms, by which a combined activation of OSMR and LIFR protects the myocardium from ischemia-mediated cell death.

## 4. Materials and Methods

### 4.1. Recombinant Proteins

Expression and purification of recombinant native murine LIF (mLIF), native murine OSM (mOSM) and the chimeric human-like OSM mutant protein (hlOSM) were performed as described previously [17]. All recombinant proteins added to cardiomyocyte cultures or administrated via intraperitoneal injections into mice were diluted in sterile PBS. 

### 4.2. Cardiomyocytes Isolation and Cultivation

Isolation of adult murine cardiomyocytes was performed by using standard procedures [51]. Afterwards, cells were cultured under normoxic (20% O_2_, 5% CO_2_, 94%N) and hypoxic conditions (1% O_2_, 5% CO_2_, 94%N) by using a conventional CO_2_ Incubator (Heracell 150) and hypoxic chamber (HypOxystation) for 24 h, respectively. Stimulation of cardiomyocytes with recombinant mLIF, mOSM and hlOSM (each at a final concentration of 20 ng mL^−^^1^) were carried out in serum-free medium supplemented with 1% Pen/Strep. 

### 4.3. Cell Viability Assays

Cells were stimulated with 20 ng mL^−^^1^ of the indicated cytokines for 12 h, then exposed to normoxic (20% O_2_, 5% CO_2_, 94%N) or hypoxic conditions (1% O_2_, 5% CO_2_, 94%N) for an additional 12 h, after which cells were stained with Calcein-AM (Invitrogen) following the manufacturer’s instructions. Briefly, wells were washed once with HBSS before adding a 2 µM Calcein-AM solution and Hoechst 33342 Solution (20 mM) in HBSS and incubated for 30 min at 37 °C. The total number of viable Calcein-AM positive cells were quantified by using ImageXpress Micro XLS Widefield High-Content Analysis System (Molecular Devices).

The release of lactate dehydrogenase by hypoxic cardiomyocytes was analyzed by using the CytoTox 96^®^ Non-Radioactive Cytotoxicity Assay (Promega) and performed according to the manufacturer’s instructions.

### 4.4. Myocardial Infarction and Recombinant Protein Administration

Adult male C57BL/6J mice at the age of 10–12 weeks (25–30 g) were subjected to permanent ligation of the left artery descending (LAD) artery as described previously [52]. 

Repetitive intraperitoneal injections of recombinant mLIF, mOSM and hlOSM (100 ng per gram of body weight and day, diluted in 100 µL sterile PBS) were performed with a 33-gauge needle after the onset of MI as well as on Days 1, 2 and 3 post-MI. Injection of equivalent volumes of sterile PBS served as control. All animal experiments were performed in accordance with national German animal protection laws and EU (Directive 2010/63/EU) ethical guidelines and were approved by the local governmental animal protection committee Regierungspräsidium Darmstadt.

### 4.5. Cardiac Magnetic Resonance Imaging

All cardiac imaging experiments were carried out on 7.0 T Bruker Pharmascan (Bruker, Ettlingen, Germany), equipped with a 760 mT/m gradient system, using a cryogenically cooled four channel phased array element 1H receiver-coil (CryoProbe) and a 72 mm room temperature volume resonator for transmission and the IntraGateTM self-gating tool. Measurements are based on the gradient echo method with a repetition time = 6.2 ms; echo time = 1.3 ms; field of view = 2.20 × 2.20 cm; slice thickness = 1.0 mm; matrix = 128 × 128; number of frames = 14. Two-chamber long-axis view, four-chamber long-axis view, and six to seven short-axis planes to cover the left ventricle were acquired. Mice were measured under volatile isoflurane (1.5–2.0% in oxygen/air with a flow rate of 1.0 L/min) anesthesia; the body temperature is maintained 37 °C by a thermostatically regulated water flow system during the entire imaging protocol. Volumetric and functional analysis were performed using Medis Suite, QMass 3.2.60.4 (Medis Medical Imaging System, Leiden, The Netherlands). For cardiac strain analysis the feature tracking technology in the Medis Suite QStrain 3.2 module was used. Values for global longitudinal peak systolic strain (GLS) were determined at long-axis (LAX) slices of a 4-chamber view orientation and values for global (GCS) as well as for regional circumferential peak systolic strain (RCS) were determined at short-axis (SAX) slices. Global radial peak systolic strain (GRS) values were measured on LAX slices of a 4-chamber view orientation and on SAX slices and subsequently averaged. The size of the infarcted myocardium was assessed as described elsewhere [53].

### 4.6. RNA Sequence Analysis and Gene Set Enrichment Analysis

RNA was isolated from cultured cardiomyocytes via using the miRNeasy micro-Kit (Qiagen) combined with on-column DNase digestion (DNase-Free DNase Set, Qiagen) to avoid contamination by genomic DNA. RNA and library preparation integrity were verified with LabChip Gx Touch 24 (Perkin Elmer). Further, 1 µg of total RNA was used as input for SMARTer Stranded Total RNA Sample Prep Kit-HI Mammalian (Clontech). Sequencing was performed on the NextSeq500 instrument (Illumina) using v2 chemistry, resulting in average of 25 M reads per library with 1 × 75 bp single end setup. The resulting raw reads were assessed for quality, adapter content and duplication rates with FastQC (available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc, accessed on 4 October 2021). 

Trimmomatoc version 0.39 was employed to trim reads after a quality drop below a mean of Q20 in a window of 10 nucleotides. Only reads between 30 and 150 nucleotides were cleared for further analyses. Trimmed and filtered reads were aligned versus the Ensembl mouse genome version mm10 (ensemble release 101) using STAR 2.7.7a with the parameter “--outFilterMismatchNoverLmax 0.1” to increase the maximum ratio of mismatches to mapped length to 10% [54]. The number of reads aligning to genes was counted with featureCounts 1.6.5 tool from the Subread package [55]. Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. The Ensemble annotation was enriched with UniProt data based on Ensembl gene identifiers (Activities at the Universal Protein Resource (UniProt).

Normalized RNAseq counts thus obtained were used as input to perform gene set enrichment analysis (GSEA) using GSEA v4.1.0 and the hallmark gene set collection obtained from the Molecular Signatures Database (MSigDB) [56,57]. Default analysis parameters were employed except for permutation type, which was changed to “gene set” as recommended for low numbers of biological replicates, and the resulting gene enrichment scores and adjusted *p*-values were plotted using the ggplot2 package in R (available online at https://ggplot.tidyverse.org and https://ggplot.tidyverse.org and http://www.R-project.org/, accessed on 4 October 2021).

### 4.7. Protein Extraction and Immunoblot Analysis

Proteins derived from cardiomyocyte cultures and myocardial tissues were isolated by using lysis buffer (0.1 M Tris-HCl pH 8.8, 0.01 M EDTA, 0.04 M DTT, 10% SDS, pH 8.0) supplemented with protease inhibitors (500 μg mL^−1^ Benzamidin, 2 μg mL^−1^ Aprotinin, 2 μg mL^−1^ Leupeptin, 2 mM PMSF, 1 mM Sodium Vanadate, 20 mM Sodium Fluoride). Proteins were separated by SDS-PAGE on Gradient NuPAGE 4–12% Bis-Tris gels (Invitrogen) and blotted onto nitrocellulose membranes (Invitrogen). Subsequently, membranes were probed with the following specific primary antibodies: goat anti-mouse OSMR (R&D Systems; Catalogue No. AF-662), goat anti-human LIFR (R&D Systems, Catalogue No. AF-249), goat anti-mouse OSM (R&D Systems, Catalogue No. AF-495), goat anti-mouse LIF (R&D Systems, Catalogue No. AF-449), rabbit anti-Phospho-Stat3 (Tyr705) (Cell Signaling, Catalogue No. 9131), rabbit anti-Stat3 (Cell Signaling, Catalogue No. 4904), rabbit anti-Phospho-Stat5 (Tyr694) (Cell Signaling, Catalogue No. 9359), rabbit anti-Stat5 (Cell Signaling, Catalogue No. 94205), rabbit anti-Phospho-c-Myc (Ser62) (Cell Signaling, Catalogue No. 13748) and rabbit anti c-Myc (Cell Signaling, Catalogue No. 5605). Secondary antibodies conjugated with horseradish peroxidase were purchased from R&D Systems. Immunoreactive proteins were visualized by chemiluminescence using SuperSignal™ West Femto Maximum Sensitivity Substrate (ThermoFisher, Waltham, MA, USA, Catalogue No. 34095) and a ChemiDoc™ MP Imaging System (Bio-Rad, Hercules, CA, USA). Image Lab software 5.0 (Bio-Rad) was employed for densitometric quantification for band intensities. Relative expression ratios (FC) between PBS- and cytokine-treated cardiomyocytes were additionally calculated, whereas protein expression in PBS-treated cardiomyocytes was set to 1.

### 4.8. Immunofluorescence

Hearts were harvested 7 days after MI, cryopreserved with 15% and 30% sucrose overnight at 4 °C, embedded in Tissue-Tek O.C.T (Sakura Finetek, catalogue no. 4583) and frozen at −80 °C. Slides containing 20 µm transversal cryosections of the infarcted apex were frozen at −20 °C. Histological slices were permeabilized with 0.1% Triton X-100 (Sigma) for 10min at room temperature and blocked with PBS 3% BSA for 1 h. For immunostainings, the following primary antibodies were diluted in PBS 1% BSA and probed overnight at 4 °C: Goat anti-OSMR (RnD Systems, Catalogue No. AF662; 4 µg/mL) and Rabbit anti-LIFR/CD118 (Bioss, catalogue no. bs-1458R; 10 µg/mL). After extensive washing with PBS, secondary antibodies Donkey anti-Goat 647 (Invitrogen, Catalogue No. A21447 1:300) and Donkey anti-Rabbit 647 (Invitrogen, Catalogue No. A31573 1:300) were respectively added for 1 h at room temperature. Sections containing secondary but not primary antibodies were used as negative controls (not shown). The preserved myocardium was counterstained with Phalloidin-FITC (Sigma, catalogue no. P5282 1:200) for 1 h at RT and slides were mounted with Mowiol (Sigma). Confocal images were acquired using a SP8 Confocal Laser Scanning microscope (Leica) and maximum intensity projections derived using the Fiji software.

### 4.9. Statistical Analysis and Structural Visualization

Statistical analysis was performed with GraphPad Prism (GraphPad Software, San Diego, CA, USA). One-way ANOVA for one and two-way ANOVA for two independent variables with subsequent Bonferroni multiple comparisons were used for comparison of three or more groups. *p*-values less than 0.05 were considered statistically significant (*p* < 0.05). Homology models of mOSM, mLIF and hlOSM were constructed with SWISS-MODEL (10.1093/nar/gku340) and visualized with MacPymol (version 1.7.2.1, Schrödinger LLC, New York, NY, USA).

## Figures and Tables

**Figure 1:**
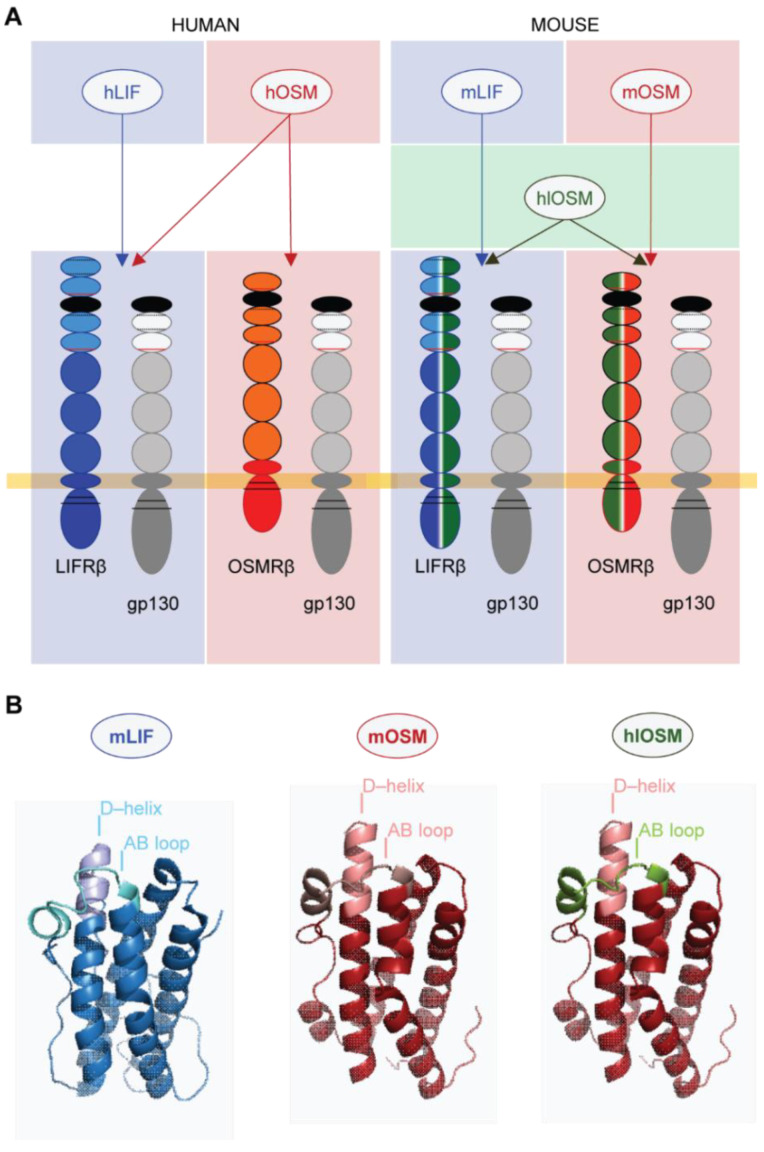
Species-specific binding differences of LIF and OSM to OSMR and LIFR in human and mice. (**A**) Schematic illustration of species-specific binding properties of human OSM (hOSM), human LIF (hLIF), murine OSM (mOSM) and murine LIF (mLIF). Note that the generation of a human-like OSM (hlOSM) mutant mimics the binding properties of hOSM with the OSMR and LIFR in mice [17]. (**B**) Three-dimensional model of mOSM, mLIF and hlOSM. The AB loop and D–helix of each molecule constitute structural determinants of their species-specific receptor binding properties. The hlOSM protein contains the human AB loop sequence, which is highlighted in green.

**Figure 2:**
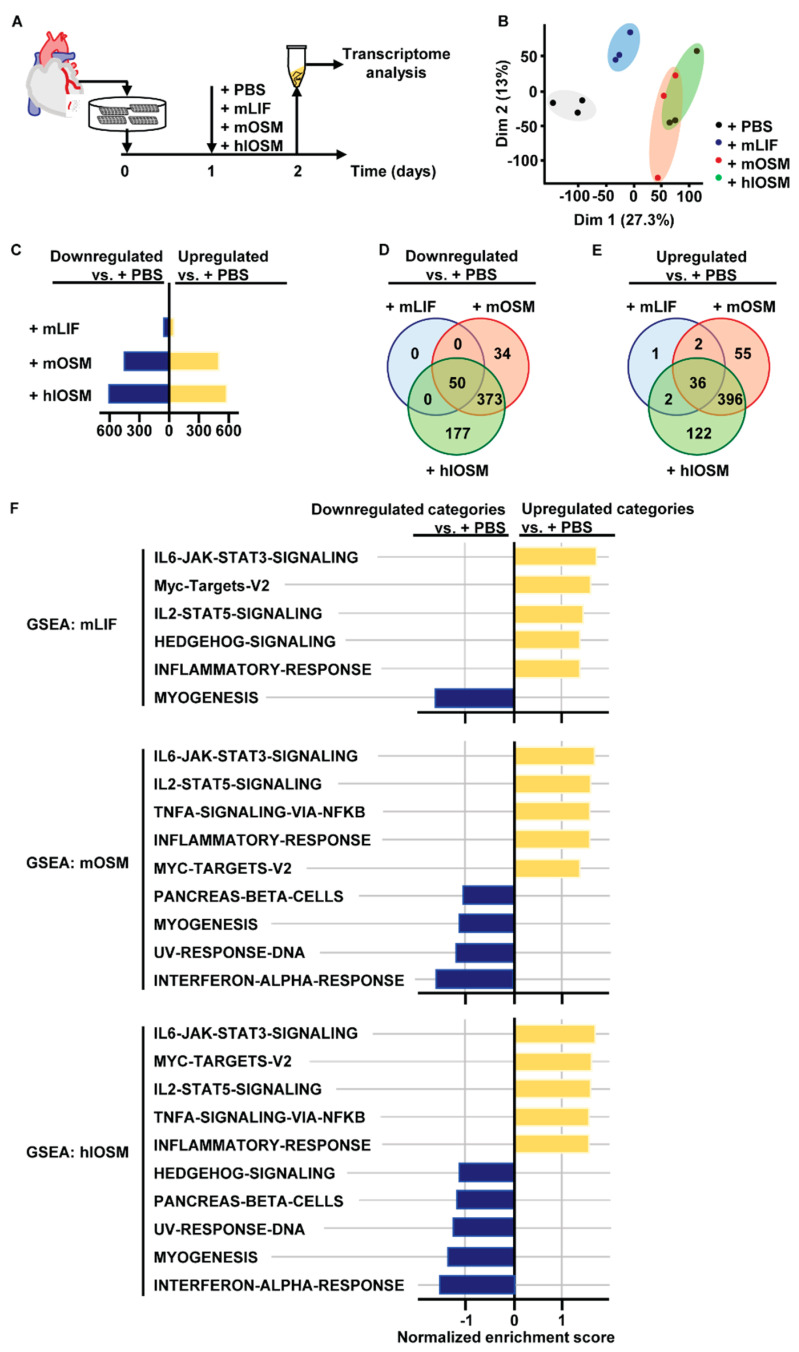
Transcriptome and gene set enrichment analysis characterizes STAT3, STAT5 and c–Myc as major common signaling molecules downstream of OSMR and LIFR activation in cardiomyocytes. (**A**) Experimental set-up for transcriptome analysis of primary murine cardiomyocytes after treatment with mLIF, mOSM and hlOSM (each at 20 ng mL^−1^) for 24 h (*n* = 3). Addition of equivalent volumes of sterile PBS served as control. (**B**) Principal component analysis of cultured cardiomyocytes treated with PBS, mLIF, mOSM and hlOSM. (**C**) Number of differentially up- and downregulated genes in mLIF–, mOSM– and hlOSM–treated versus PBS-treated cardiomyocytes. (**D**,**E**) Venn diagram of down- and up-regulated differentially expressed genes (DEG) in mLIF–, mOSM– and hlOSM–treated cardiomyocytes. (**F**) Gene set enrichment analysis (GSEA) of mLIF–, mOSM– and hlOSM–treated cardiomyocytes. GSEA was performed by pairwise comparisons of all cytokine-treated versus control samples. Gene sets are ranked by a normalized enrichment score.

**Figure 3:**
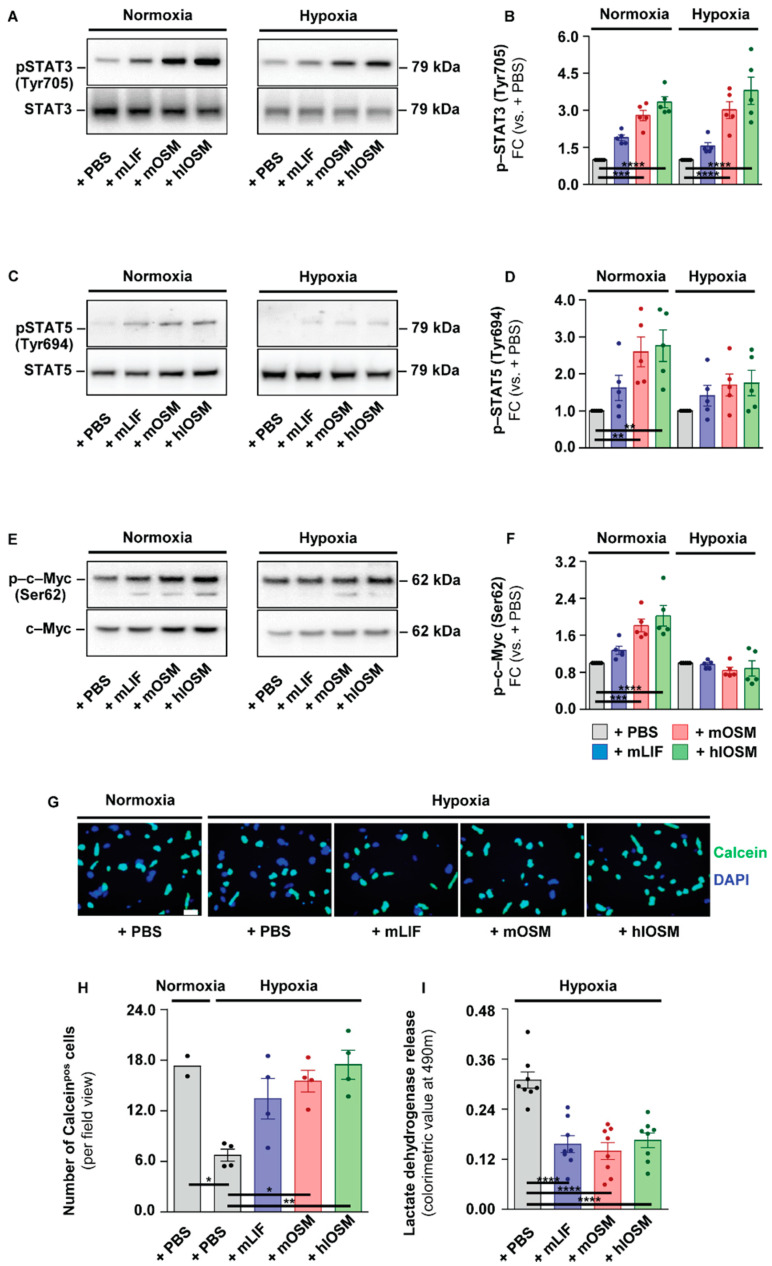
OSMR- and LIFR-mediated activation of STAT3 but not STAT5 and c–Myc coincides with an increased survival of cultured cardiomyocytes under hypoxic conditions. Representative images and semi-quantitative analysis of immunoblots of (**A**,**B**) phosphorylated (p–) STAT3 (Tyr705), (**C**,**D**) p–STAT5 (Tyr694) and (**E**,**F**) p–c–Myc (Ser62) in cardiomyocytes cultured under normoxic and hypoxic conditions (*n* = 5). Statistical analysis was performed by one-way ANOVA together with Bonferroni post-test comparisons to assess differences under normoxic and hypoxic conditions. Asterisks indicate Bonferroni post–hoc test significances between cytokine-treated versus PBS-treated cardiomyocytes with ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001. Data represent ratios (FC) of expression in cytokine-treated versus PBS-treated cardiomyocytes. Total STAT3, STAT5 and c–Myc expression is shown below. (**G**,**H**) Representative immunofluorescent images and quantitative analysis of Calcein^pos^ viable cardiomyocytes (green) cultured under normoxic and hypoxic conditions (Normoxia +PBS, *n* = 2; Hypoxia +PBS, +mLIF, +mOSM and +hlOSM, *n* = 4). Hoechst 33342 (blue) visualizes nuclei of cardiomyocytes. (**I**) Statistical analysis of lactate dehydrogenase release by hypoxic cardiomyocytes was performed by one-way ANOVA (*n* = 8). Asterisks indicate Bonferroni post-hoc test significances between cytokine-treated versus PBS-treated cardiomyocytes as well as between PBS-treated cardiomyocytes under normoxic and hypoxic conditions with * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001. Data are presented as mean ± sem.

**Figure 4:**
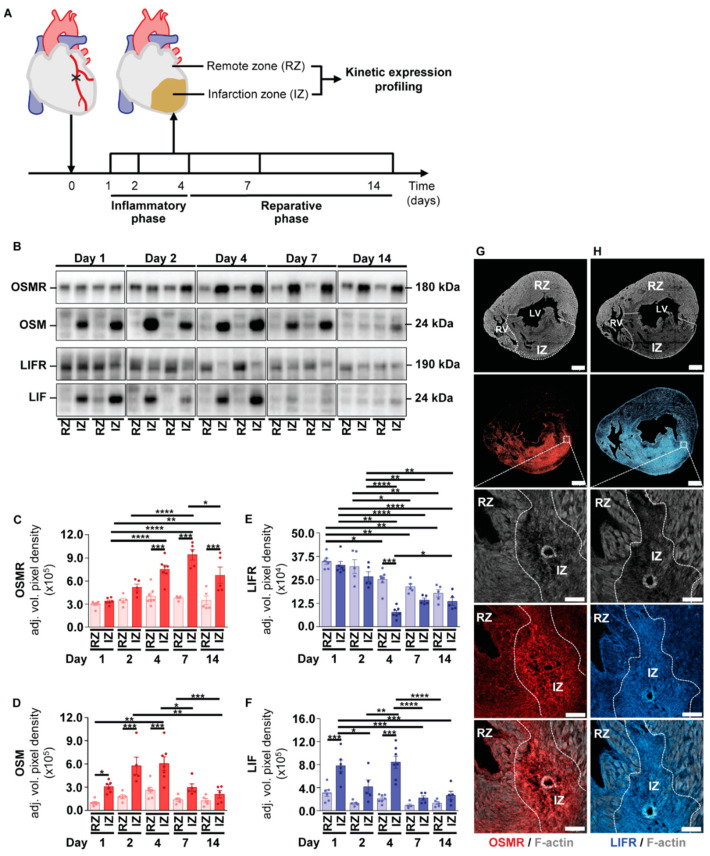
Kinetic expression pattern of OSM, LIF and their corresponding receptors OSMR and LIFR in cardiac tissue after the onset of myocardial infarction in mice. (**A**) Schematic illustration of kinetic expression profiling. Cardiac tissue was harvested at indicated time points post-MI and fractionated into a non-infarcted remote zone (RZ) and infarction zone (IZ). Expression of OSMR, OSM, LIFR and LIF in RZ and IZ was analyzed by immunoblotting (*n* = 6 at Day 1; *n* = 5 at Day 2; *n* = 7 at Day 4; *n* = 5 at Day 7; *n* = 5 at Day 14 post-MI). (**B**) Two representative immunoblots of OSMR, OSM, LIFR and LIF in RZ and IZ at indicated time points post-MI. (**C**–**F**) Semi-quantitative analysis of immunoblots shown in (**B**) based on the adjusted mean volume pixel density of bands. Statistical analysis was performed by two-way ANOVA. Asterisks indicate Bonferroni post-hoc test significances between RZ and IZ at individual time points as well as between RZ and IZ throughout the period of observation with * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001. Data are presented as mean ± sem. Immunofluorescence analysis of (**G**) OSMR and (**H**) LIFR in infarcted hearts of mice 7 days after MI. F-actin: grey. OSMR: red. LIFR: blue. IZ: infarction zone. RZ: remote zone. RV: right ventricle. LV: left ventricle. Scale bars, 500 µm and 100 µm in magnified sections.

**Figure 5:**
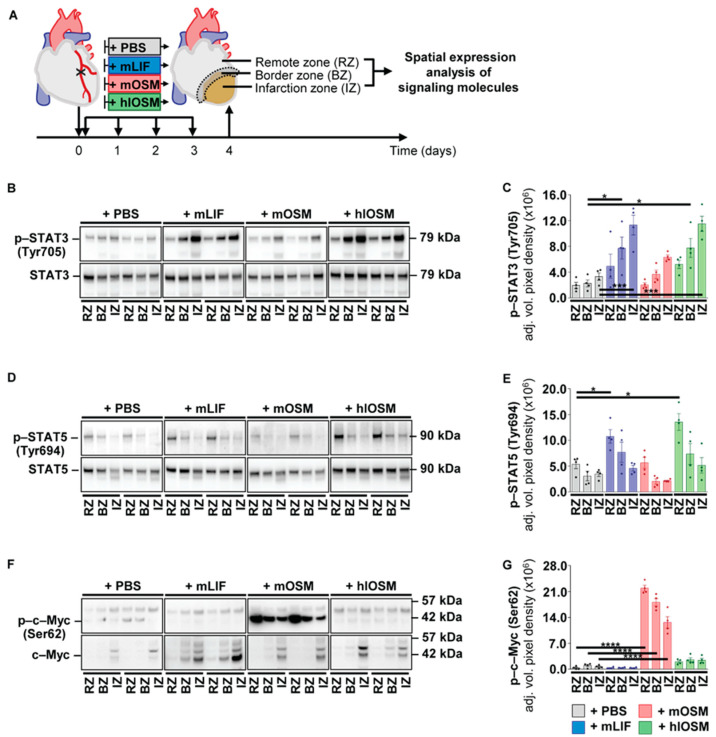
Post-infarction administration of mLIF, mOSM and hlOSM modulates the activation of STAT3, STAT5 and c–Myc at distinct sites of the myocardium. (**A**) Schematic illustration of systemic post-infarction administration of mLIF, mOSM and hlOSM in mice during the first three days of cardiac remodeling. At Day 4 post-MI, hearts were harvested, fractionated into a non-infarcted remote zone (RZ), border zone (BZ) and an infarction zone (IZ) to perform spatial expression analysis of signaling molecules via immunoblotting. Two representative images and semi-quantitative analysis of immunoblots of (**B**,**C**) p–STAT3 (Tyr705), (**D**,**E**) p–STAT5 (Tyr694) and (**F**,**G**) p–c–Myc (Ser62) in RZ, BZ and IZ of mice (*n* = 4 for all groups). Semi-quantitative analysis of immunoblots is based on the adjusted mean volume pixel density of bands. Statistical analysis was performed by one-way ANOVA together with Bonferroni post-test comparisons in order to monitor myocardial site-specific effects upon administration of PBS, mOSM, mLIF and hlOSM. Asterisks indicate Bonferroni post-hoc test significances between cytokine- and PBS-treated mice in RZ, BZ and IZ with * *p* < 0.05, *** *p* < 0.001 and **** *p* < 0.0001. Data are presented as mean ± sem.

**Figure 6:**
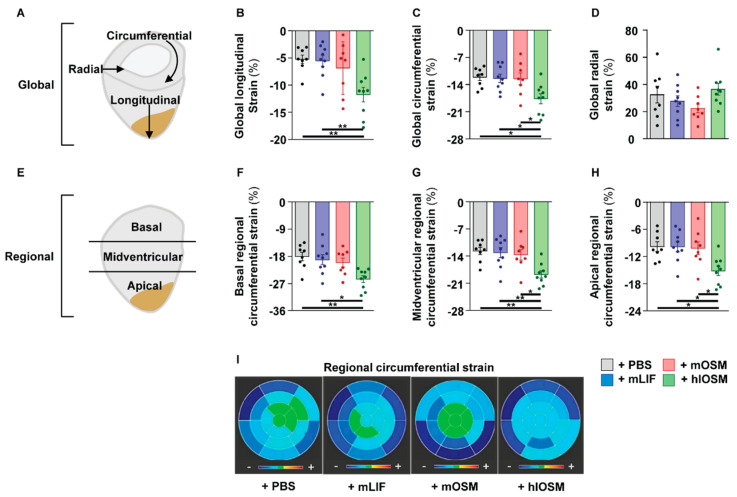
Simultaneous activation of the OSMR and LIFR by hlOSM preserves cardiac architecture and contractility after the onset of myocardial infarction. (**A**) Schematic illustration of the different global myocardial strain directions of the left ventricle: longitudinal shortening, circumferential shortening and radial thickening. Statistical analysis of magnetic resonance imaging-based (**B**) global longitudinal strain, (**C**) global circumferential strain and (**D**) global radial strain of the left ventricle at Day 28 post-MI following systemic injections of 100 ng recombinant mLIF, mOSM and hlOSM per gram of body weight at Days 0, 1, 2 and 3. Injections of equivalent volumes of sterile PBS, i.e., 100 μL per mouse, served as controls (+PBS, *n* = 8; +mLIF, *n* = 9, +mOSM, *n* = 8 and +hlOSM, *n* = 9). (**E**) Schematic illustration of the subdivision of the left ventricle into basal, midventricular, and apical segments used for regional circumferential strain (RCS) analyses. Statistical analysis of (**F**) basal RCS, (**G**) midventricular RCS and (**H**) apical RCS. Statistical analysis was performed by one-way ANOVA. Asterisks indicate Bonferroni post-hoc test significances between cytokine- and PBS–treated mice with * *p* < 0.05 and ** *p* < 0.01. Data are presented as mean ± sem. (**I**) Representative bull’s-eye plots illustrating the distribution of left ventricular regional circumferential strain values in PBS–, mLIF–, mOSM– and hlOSM–treated mice. The outer circle corresponds to basal, the middle circle to midventricular, and the inner circle to apical areas. Blue colors display negative strain values. Green colored areas reflect positive strain values.

## Data Availability

The data presented in this study are available in the article and supplementary material. Transcriptome data are available online at NCBI Gene expression omnibus (GSE185305, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185305, accessed on 4 October 2021).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23010353/s1.

# Supplementary material for: Concomitant Activation of OSM and LIF Receptor by a Dual-Specific hlOSM Variant Confers Cardioprotection after Myocardial Infarction in Mice
**Source:** Int J Mol Sci. 2021 Dec 29;23(1):353. doi: 10.3390/ijms23010353
**Supplement:** Supplementary file 1

## Supplementary Materials

### Concomitant activation of OSM and LIF receptor by a dual-specific hIOSM variant confers cardioprotection after myocardial infarction in mice

Holger Lörchner<sup>1,5,†</sup>, Juan M. Adrian-Segarra<sup>1,†</sup>, Christian Waechter<sup>1,3</sup>, Roxanne Wagner<sup>1</sup>, Maria Elisa Góes<sup>1</sup>, Nathalie Brachmann<sup>1</sup>, Krishnamoorthy Sreenivasan<sup>1</sup>, Astrid Wietelmann<sup>4</sup>, Stefan Günther<sup>1</sup>, Nicolas Doll<sup>2</sup>, Thomas Braun<sup>1,5,\*</sup> and Jochen Pöling<sup>1,2,5,\*</sup>

† both authors contributed equally

**Short Title:** Cardioprotection via concomitant activation of OSMR and LIFR

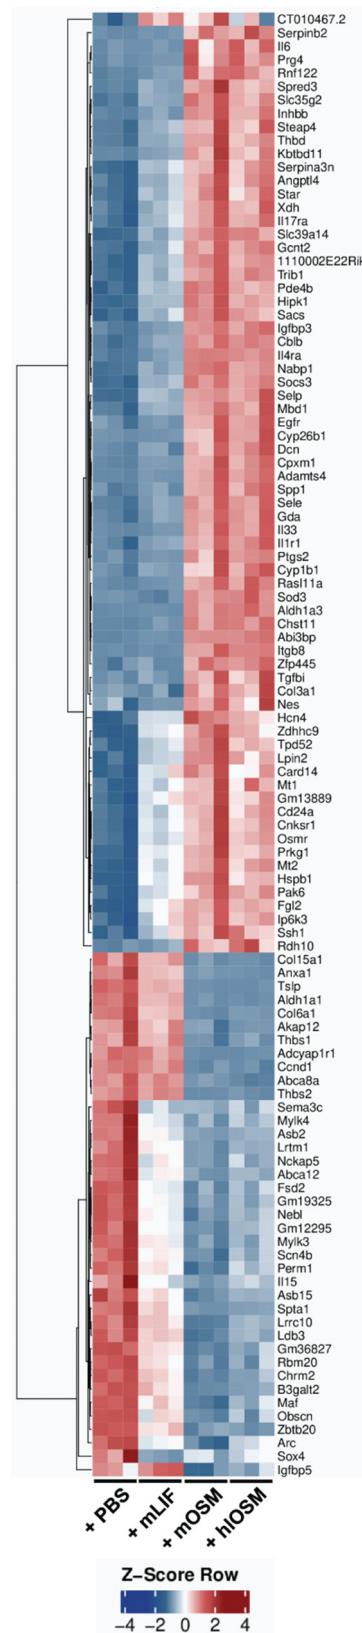

**Supplementary Figure S1:** Heatmap of differentially expressed genes in PBS- versus cytokine-treated murine cardiomyocytes. Enriched (red) and decreased (blue) genes in mLIF-, mOSM- and hOSM-treated versus PBS-treated cardiomyocytes are shown (n=3). The heatmap was generated by the “complex heatmap” R package with row-wise zScore transformation.

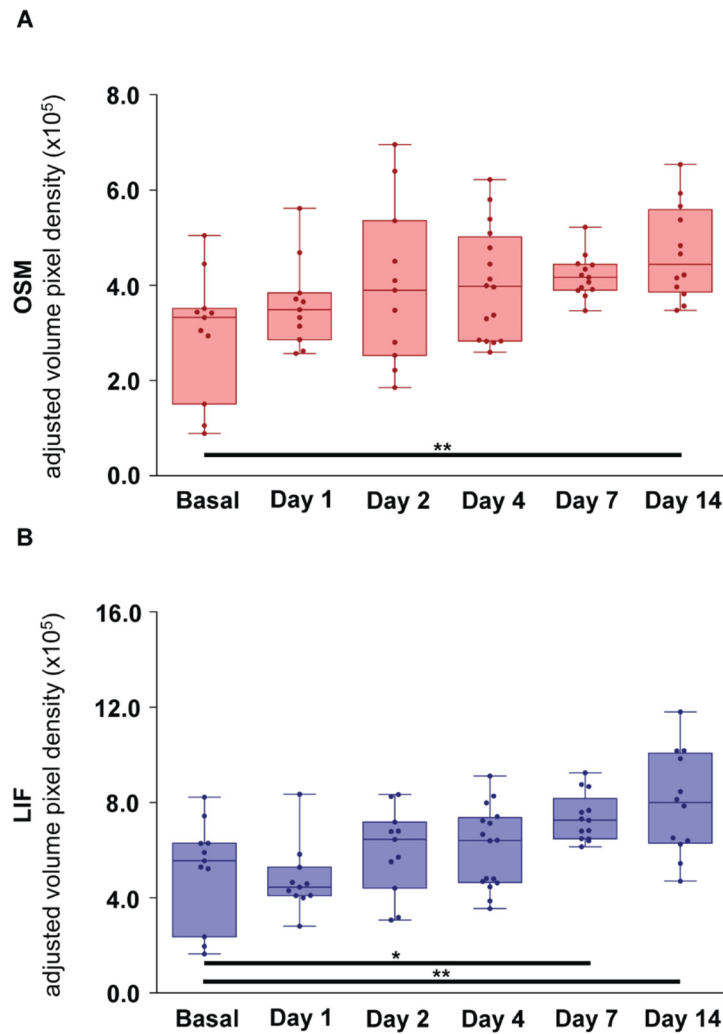

**Supplementary Figure S2:** Kinetic expression profile of OSM and LIF in serum of mice following the onset of myocardial infarction. Quantification of Immunoblot analysis of **(A)** OSM and **(B)** LIF in serum of mice under basal conditions and after myocardial infarction (MI) at indicated time points (n=11 at basal, n=11 at day-1, n=11 at day-2, n=16 at day-4, n=13 at day-7 and n=12 at day 14 post-MI). Semi-quantitative analysis of immunoblots is based on the adjusted mean volume pixel density of bands. Statistical analysis was performed by one-way ANOVA. Asterisks indicate Bonferroni post-test significances between distinct time points with \*  $P < 0.05$  and \*\*  $P < 0.01$ . Data are presented as mean  $\pm$  sem.

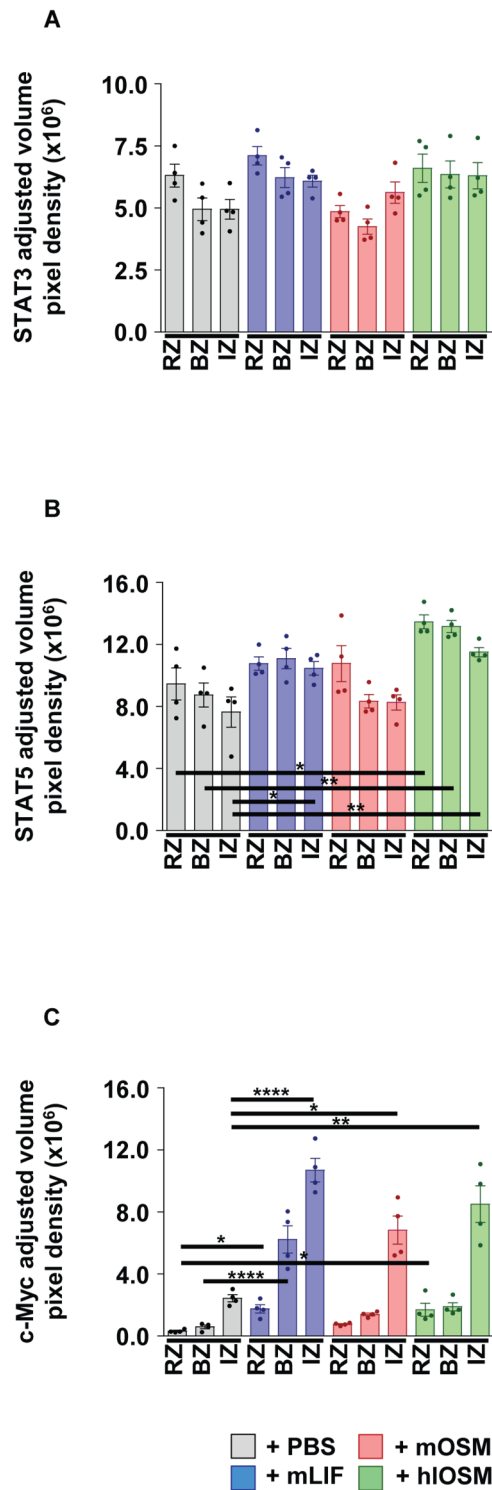

**Supplementary Figure S3:** Expression of STAT3, STAT5 and c-Myc at distinct sites of the myocardium after post-infarction administration of mLIF, mOSM and hIOSM. Semi-quantitative analysis of Immunoblot analysis of (A) STAT3 (B) STAT5 and (C) c-Myc in remote zone (RZ), border zone (BZ) and infarction zone (IZ) of mice (n=4 for all groups). Representative Immunoblots for STAT3, STAT5 and c-Myc are shown in Figure 5. Semi-quantitative analysis of immunoblots is based on the adjusted mean volume pixel density of bands. Statistical analysis was performed by one-way ANOVA. Asterisks indicate Bonferroni post-test significances between cytokine- and PBS-treated mice in RZ, BZ and IZ with \*  $P < 0.05$ , \*\*  $P < 0.01$  and \*\*\*\*  $P < 0.0001$ . Data are presented as mean  $\pm$  sem.

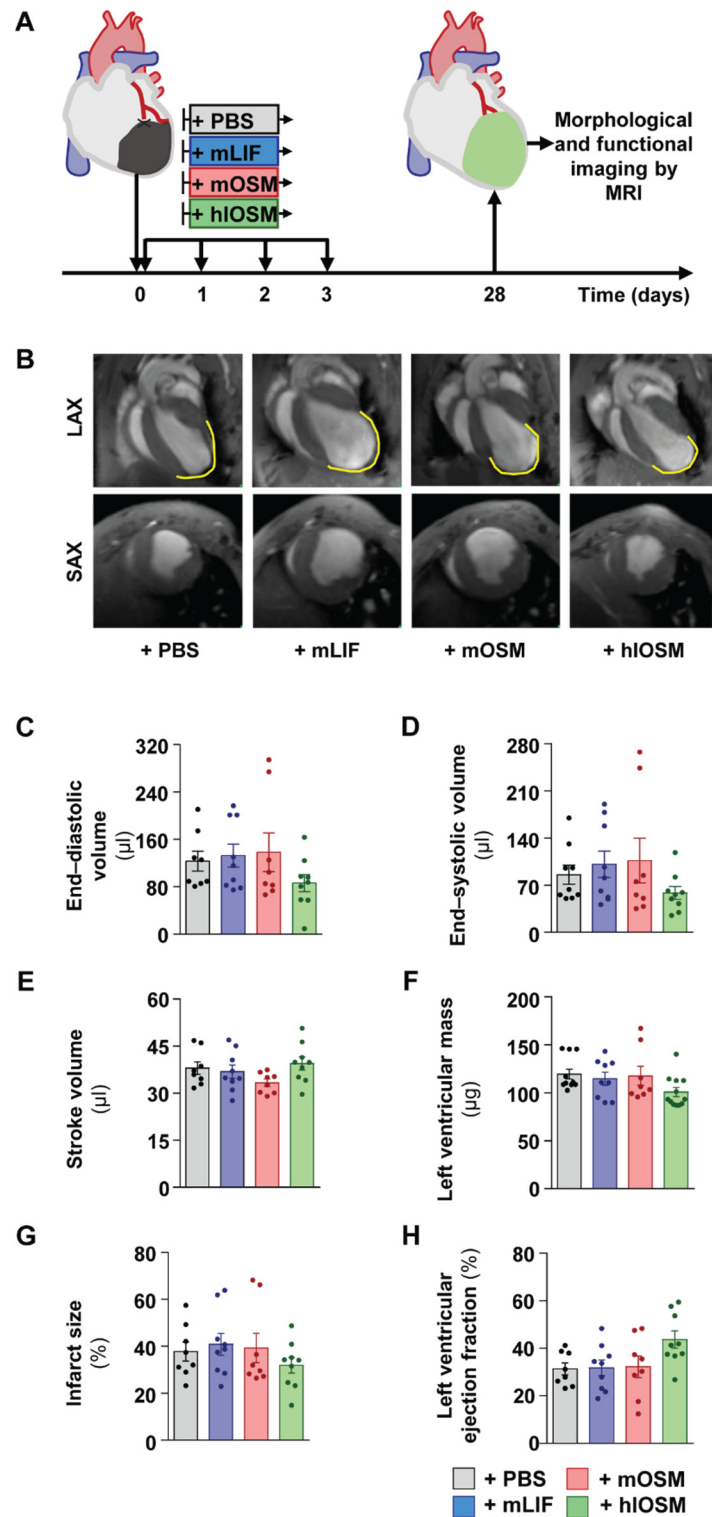

**Supplementary Figure S4:** Morphological and functional characterisation of hearts upon post-infarction administration of mLIF, mOSM and hIOSM by conventional magnetic resonance imaging. (A) Schematic illustration of morphological and functional characterization of hearts upon post-infarction administration of mLIF, mOSM and hIOSM by conventional magnetic resonance imaging at day 28 post-MI. (B) Representative long-axis (LAX) and short-axis (SAX) magnetic resonance frames in end-diastolic phase for each group. The semitransparent yellow line highlights infarcted areas. Column scatter plots of (C) end-diastole, (D) end-systolic and (E) stroke volumes, (F) left ventricular mass, (G) infarct size and (H) ejection fraction of the left ventricle for each group (n=4). Data are presented as mean  $\pm$  sem.

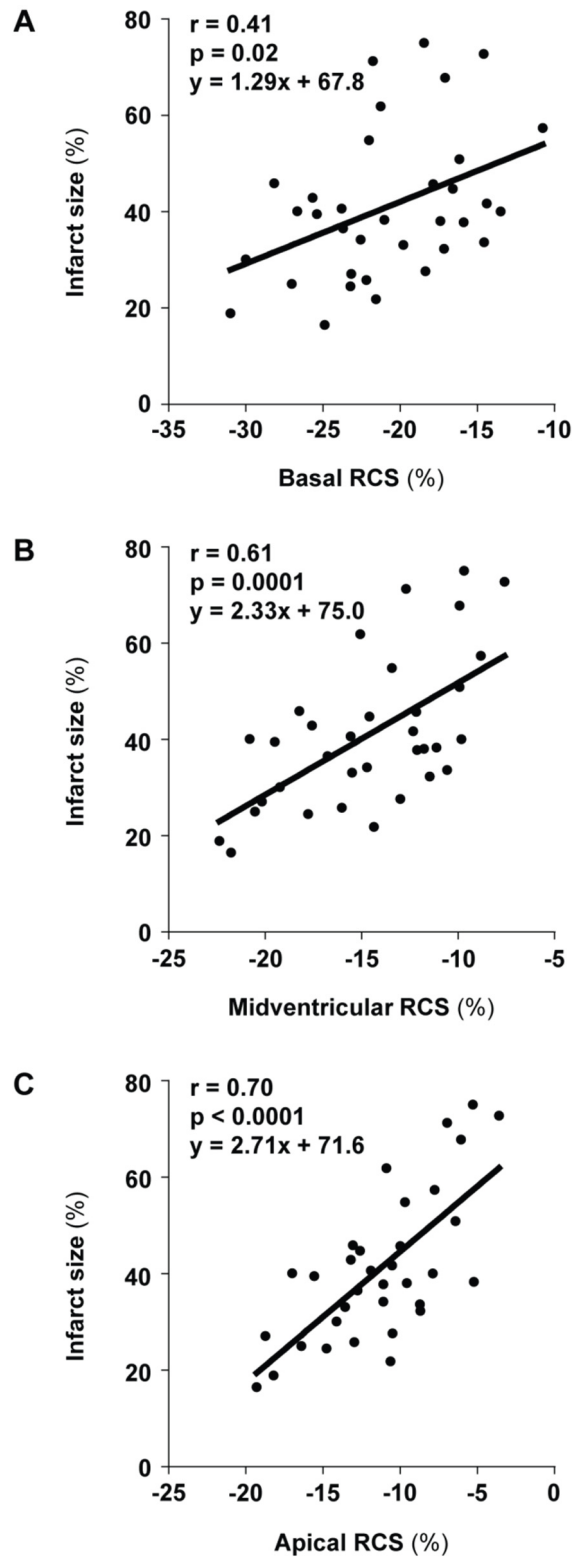

**Supplementary Figure S5:** Correlation analysis of regional circumferential strain values with infarct size. Scatter plots with corresponding regression line for correlation of infarct size with (A) basal, (B) midventricular and (C) apical circumferential strain.

How the deposited data were processed for this re-analysis (not part of the article)

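RNA of primary cardiomyocytes treated for 24 h with PBS, mLIF, mOSM or hlOSM was sequenced from 3 libraries per condition, 12 in all, and conditions and replicate numbers were taken from the sample titles. The authors trimmed the reads, aligned them to mm10, counted those that lay at least partly in exons of a single gene, normalized the counts between libraries and rounded them to whole numbers. The values deposited by the authors are therefore scores on a normalized count scale, not read counts, and the paper's text does not name the normalization. Totals of a library lay between 2745748 and 2911891 on this scale, which is not the number of sequenced reads, so that no counting error was attached to single values and tests that model read counts were not used. Of the 22915 genes in the table, 22876 had their identifier in the reference annotation and 22676 (99.13% of those found) had the same start and end there. Gene coordinates are those of the table, on mm10.

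The median of all log2 fold changes in the tested genes lay within 0.01 of 0 in each comparison, and scaling factors recomputed by the trimmed mean of M-values lay between 0.966 and 1.02. Tests were run with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(normalized count + 1), with the 4 conditions in a single fit and 13184 genes that had a normalized count of at least 10 in at least 3 libraries. The threshold was a two-sided Benjamini-Hochberg adjusted p under 0.05, without a minimum fold change. Comparisons were each cytokine against PBS, hlOSM against mOSM, hlOSM against mLIF, an overall F test, and the interaction of hlOSM minus mOSM with mLIF minus PBS. A fit with the replicate number as a block was run beside the main one, since the sample titles give the conditions the same replicate numbers.

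Gene sets were tested with gseapy 1.3.1 in Python 3.11.15, with ranking by the signal-to-noise ratio, 1000 permutations of genes, list sizes from 15 to 500 and a q under 0.05. The 11 lists were written by hand after the names of hallmark sets and were not compared with the hallmark collection. Sets of the Reactome collection that come with fgsea 1.28.0 served as an alternative for muscle contraction, interferon and Hedgehog signaling, with 23, 11 and 98 genes tested. Principal components were computed from log2 values scaled to unit variance, and the separation of conditions was tested by all 15400 arrangements of the libraries.

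Named genes were chosen by a rule set before the data were examined. It takes the genes that the paper names, the receptors, ligands and transcription factors it discusses, 8 fixed cardiomyocyte genes, and, for each cytokine against PBS and for hlOSM against mOSM, the 3 largest rises and the 3 largest falls past the threshold with a mean normalized count of at least 50 and no overlap of libraries. It also takes the 3 genes of each cluster of Supplementary Figure S1 with the smallest adjusted p with mLIF. Of the genes that this rule takes, 2 are not reported here. Genes outside this rule are named in the closing part as chosen after their values were seen.

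The alternatives were a pseudocount of 0.1 or 5, no filter, a filter at 50, trimmed-mean and quantile rescaling, a robust fit, a fit of the 6 libraries compared, the replicate number as a block, a minimum of 1.5-fold or 2-fold, an adjusted p under 0.01, and each library left out in turn. Principal components were also computed without scaling, without the filter and from the 500 most variable genes. Gene lists were also tested by the limma statistic, by limma's camera test with and without the block, and without the filter.

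The tests of genes, of gene lists and of the separation of conditions were tested on simulated data, and the numbers for limma are given here. Of 200 genes changed by 1 on the log2 scale among 13184 genes, limma called 167 (83.5%) with 7 false calls, and of 200 genes changed by 0.5 it called 100 (50%) with 9 false calls. With the replicate number as a block, the calls were 162 with 8 false calls, and 97 with 6 false calls. In values simulated without change but with the effect of the replicate number taken out, 8.72% of the 13184 genes had an unadjusted p under 0.05 without the block and 4.72% with it.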

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

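The tests in this part were chosen before their results were seen, but the F test was restricted to the 3 cytokine coefficients after a first form that held the intercept had called all 13184 genes.

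hlOSM differed from mLIF in 2194 genes, 978 higher and 1216 lower with hlOSM, and with the replicate number as a block in 724 and 878. The difference between these cytokines is not a comparison of the paper. After trimmed-mean rescaling 1084 genes were higher and 1192 lower. Of the 4 splits of the 6 libraries that part every pair with the same replicate number, only 1, the real one, gave as many genes, and the other splits gave 0. With 4 such splits the share cannot fall under 0.05, so that a chance arrangement of the libraries cannot be excluded by this test, here or in the comparisons below. The libraries of both conditions had similar totals, with medians of 2808571 and 2775786. A biological difference between the cytokines remains a hypothesis.

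hlOSM differed from mOSM in 14 genes, all lower with hlOSM, while 987 genes had an unadjusted p under 0.05. Only 1 of the 4 comparable splits, the real one, gave as many genes, and another gave 4. The count depended on the setting: it was 2 with the replicate number as a block, 7 after trimmed-mean rescaling, 17 lowered and 2 raised after quantile normalization, and 0 when only the 6 libraries were fitted, where 797 genes had an unadjusted p under 0.05. The genes beyond the named Camk2b, Arc and Gm12295 include Lrrc10, Perm1 and Cxcr4, which were chosen after their values were seen. The 4 splits are too few to tell these 14 genes from a chance arrangement of the libraries. Camk2b and Arc stayed past the threshold with the block (adjusted p = 0.0323 for both, from limma).

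The response to hlOSM differed from the sum of the responses to mOSM and mLIF in 22 genes, 2 above and 20 below it, and in 14 genes with the replicate number as a block; 1521 genes had an unadjusted p under 0.05. Selp, Fgl2, Socs3 and Serpina3n had the smallest adjusted p, from 0.000187 to 0.00293. Of 100 arrangements of the 12 libraries, the real one included, 10 gave as many genes, and in the other 9 of these 380 to 5118 genes passed. Arrangements that mix conditions may carry the differences between them, but the cause was not tested. The comparison with other arrangements therefore neither excludes nor shows a chance arrangement. In values simulated with added responses, 0 genes passed, against the 22. The sum of responses was tested as a separate question over the 5614 genes past the threshold with any cytokine. Signed by the response to mOSM, the median departure from the sum was −0.15 on the log2 scale, against −0.01 in the same simulated values, and the slope of hlOSM on mOSM was 1.04 across genes past the threshold with either. hlOSM may therefore act much like mOSM alone, in a range where the mLIF response adds little, which is a hypothesis from the same data.

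The number of genes past the threshold was compared with other splits in the same way for each cytokine against PBS. For mLIF, mOSM and hlOSM, only 1 of the 4 comparable splits, the real one, gave as many genes, and the others gave 0. Over 100 arrangements of the 12 libraries, 3 gave as many genes in the F test across the conditions as the real one, itself included. For the genes raised by all 3 cytokines 1 of 100 did, and for the genes lowered by all 3 likewise 1 of 100.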

How the results depend on the processing

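The alternatives were set before the data were examined, apart from values corrected as if each read start position were counted once, the correlation without muscle genes, and the arrangements with each replicate number once per group, which were chosen after seeing the data. The count test planned on whole reads was not run, since whole reads cannot be recovered from normalized and rounded values. Directions of all 18 numbers of DEG and of the 6 counts of Supplementary Figure S1 cannot reverse, so only their size is compared; 364 of 450 values of the first and 146 of 150 of the second stayed within 1.5 times the main value. The cause of the changes listed here was not tested, except where a smaller set follows from a stricter threshold.

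A minimum of 1.5-fold gave 213, 800 and 921 raised and 122, 794 and 1030 lowered genes with mLIF, mOSM and hlOSM. It gave 401 raised and 493 lowered genes for hlOSM against mLIF, and 6 lowered for hlOSM against mOSM. Shared by all 3 cytokines were 164 raised and 85 lowered genes, by mOSM and hlOSM but not mLIF 524 and 583, by hlOSM alone 218 and 353, and by mOSM alone 106 and 124. Of the lowered genes of Supplementary Figure S1, 17 passed with mLIF.

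A minimum of 2-fold gave 76, 370 and 403 raised and 30, 312 and 442 lowered genes with mLIF, mOSM and hlOSM. It gave 182 raised and 185 lowered genes for hlOSM against mLIF, and 1 lowered for hlOSM against mOSM. Shared by all 3 cytokines were 66 raised and 19 lowered genes, by mOSM and hlOSM but not mLIF 255 and 238, by hlOSM alone 77 and 183, and by mOSM alone 47 and 55. Of Supplementary Figure S1, 19 raised and 1 lowered gene passed with mLIF, and 22 lowered genes with mOSM.

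An adjusted p under 0.01 gave 297 raised and 199 lowered genes with mLIF, 1356 lowered with mOSM, 574 raised and 668 lowered for hlOSM against mLIF, and 1 lowered for hlOSM against mOSM. All 3 cytokines shared 269 raised and 176 lowered genes, and 149 were raised by mOSM alone.

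The replicate number as a block gave 447 raised and 337 lowered genes with mLIF, 400 raised and 299 lowered with all 3 cytokines, and 2 lowered for hlOSM against mOSM. The calls with the block were all among those without it, 784, 3330 and 4120 genes for mLIF, mOSM and hlOSM.

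For hlOSM against mOSM, no filter gave 6 lowered genes, trimmed-mean rescaling (TMM rescaling) 7, the pairwise fit 0 (with 797 genes at an unadjusted p under 0.05) and the values corrected for start positions 6. A pseudocount of 0.1 gave 1 raised gene and quantile normalization 2. The pairwise fit gave 903 lowered genes with mLIF, and the stricter filter 488 genes lowered by hlOSM alone and 137 by mOSM alone.

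Across the 12 fits that each left out one library, genes raised with mLIF ranged from 273 to 848 and lowered from 194 to 796. Genes raised by all 3 cytokines ranged from 254 to 675 and lowered from 171 to 666. Genes raised by hlOSM alone ranged from 223 to 756, by mOSM alone from 159 to 493, and genes lowered by mOSM alone from 141 to 404. For hlOSM against mOSM, raised genes ranged from 0 to 1 and lowered from 1 to 16. Without hlOSM replicate 3, fewer genes were raised by hlOSM alone (223) than by mOSM alone (493).

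The first principal component held 54.7% of the variance with genes centred only, 26.9% with no filter and 75.9% with the 500 most variable genes, and the second 10.3%, 12.9% and 6.91%. With one library left out, the first held from 33.2% to 38.6% and the second from 12.5% to 16.1%. The separation of conditions stayed past its threshold in every setting run, with at most 7 of 15400 arrangements as large, and 4 of the 576 with each replicate number once per group (exact p = 0.00694).

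With camera, no list passed. The adjusted p of the lists enriched in the main test was 0.440 with mLIF for all 6, and 0.265 with mOSM for all 7. With hlOSM it was 0.301 (SARCOMERE, MYC-TARGETS-V2, IL6-JAK-STAT3 and IL2-STAT5), 0.331 (INFLAMMATORY-RESPONSE, INTERFERON-ALPHA and MYOGENESIS), 0.342 (PANCREAS-BETA-CELLS) and 0.424 (TNFA-NFKB). With the replicate block in camera it was 0.197 with mLIF for all 6. With mOSM and this block it was 0.0630 (MYC-TARGETS-V2), 0.0815 (IL6-JAK-STAT3, IL2-STAT5 and INFLAMMATORY-RESPONSE) and 0.162 (SARCOMERE, TNFA-NFKB and INTERFERON-ALPHA). With hlOSM it was 0.0903 (MYC-TARGETS-V2), 0.121 (IL6-JAK-STAT3, IL2-STAT5 and INFLAMMATORY-RESPONSE), 0.159 (SARCOMERE and MYOGENESIS), 0.231 (INTERFERON-ALPHA) and 0.294 (TNFA-NFKB and PANCREAS-BETA-CELLS).

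Ranked by the limma statistic, preranked, lists that came past the threshold were TNFA-NFKB with mLIF (1.39), MYOGENESIS (−1.79) and UV-RESPONSE-DN (−1.55) with mOSM and UV-RESPONSE-DN with hlOSM (−1.66), and PANCREAS-BETA-CELLS with hlOSM (−1.26) fell below it. With no filter, MYOGENESIS (−1.43), IL2-STAT5 (1.33) and INFLAMMATORY-RESPONSE (1.28) with mLIF fell below it, UV-RESPONSE-DN (−1.41) and HEDGEHOG (−1.44) with hlOSM came past it, and HEDGEHOG with mLIF reversed to 1.43 and came past the threshold in that direction (q = 0.0491). With the Reactome sets, HEDGEHOG reversed with mLIF (0.62), mOSM (0.55) and hlOSM (0.57), and the interferon set had only 11 genes tested, too few for a value. After correction for start positions, MYOGENESIS with mOSM came past the threshold (−1.47).

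With one library left out, normalized enrichment scores with mLIF ranged from −1.75 to −1.38 (MYOGENESIS), 1.34 to 1.68 (INFLAMMATORY-RESPONSE), 0.97 to 1.49 (TNFA-NFKB), −1.13 to 1.18 (HEDGEHOG, reversed without PBS replicate 1) and −1.37 to 0.94 (INTERFERON-ALPHA, reversed without PBS replicate 2). With mOSM they ranged from −1.46 to −1.25 (MYOGENESIS), −1.67 to −1.295 (PANCREAS-BETA-CELLS) and −1.43 to −1.22 (UV-RESPONSE-DN), and with hlOSM from −1.43 to −1.24 (UV-RESPONSE-DN).

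Of 2147 values of named genes, 159 changed: 135 were weaker, 9 stronger and 15 reversed. The reversed ones belong to changes that were not past the threshold. Lifr with hlOSM reversed to 0.0034 after TMM rescaling and 0.0067 after quantile normalization, and Ankrd1 after quantile normalization to 0.0087 with mLIF and 0.0145 with hlOSM. With one library left out, the log2 fold change of Lifr ranged from −0.16 to 0.0353 with mLIF, −0.0572 to 0.14 with mOSM and −0.083 to 0.114 with hlOSM, that of Il6 with mLIF from −0.0400 to 0.38, of Stat5a with mLIF from −0.0181 to 0.24, and of Ankrd1 from −0.105 to 0.0030 with mLIF and −0.168 to 0.0115 with mOSM. Quantile normalization fixes Ttn at 0 and thus shows nothing about it.

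The correlation of hlOSM minus mOSM with mLIF minus PBS kept its sign in all 17 alternatives, from 0.0735 (without hlOSM replicate 3) to 0.55 (genes past the threshold with mLIF). Beyond the paper's average number of reads per library, the depth behind single values is unknown, and genes with low values such as Cxcl9 and Osm are limited by it.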

Differences from the paper's values

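The paper's values are compared here with the main ones. The paper's text names no test, threshold or minimum fold change for its DEG. A gap in the number of DEG can therefore come from an unlike threshold alone. Values read by eye from Figures 2D, 2E and 2F are given as about. Each number was compared under 24 alternatives set before the data were examined and each score under 8 or 9, and those named here are the only ones without a difference. The correction for start positions, chosen after seeing the data, closed none of the gaps. The own error was the spread over the fits that left out one library. For the genes changed by mLIF (172 raised and 188 lowered), shared by all 3 cytokines (122 and 142) or exclusive to mOSM (90.8 and 85.7), and for the raised genes exclusive to hlOSM (147), this spread is larger than the paper's number, so that a setting without a difference says little there. For HEDGEHOG with mLIF the spread is 0.87, wide enough for a score of 0.62 to count as no difference.

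The paper states 50 genes lowered and 36 genes raised by all 3 cytokines, against 486 and 604 here. A minimum of 2-fold, which gave 19 and 66, was the setting without a difference for both. For the lowered genes, a minimum of 1.5-fold (85), an adjusted p under 0.01 (176) and the fit without PBS replicate 3 (171) also had none. The paper states that the numbers of genes changed by mOSM and hlOSM were approximately 10 times that of mLIF, against 3.15 and 3.83 here. For mOSM the fit without mLIF replicate 3 (7.98) had no difference, and for hlOSM that fit (9.71), a minimum of 2-fold (7.97) and an adjusted p under 0.01 (6.85).

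Raised genes number about 41 with mLIF, about 490 with mOSM and about 560 with hlOSM in Figure 2E, read by eye, against 721, 2031 and 2393 here. Lowered genes number about 50, about 460 and about 600 in Figure 2D, read by eye, against 586, 2089 and 2609 here. By the rule given above, a minimum of 2-fold had no difference in any of these, with 76, 370 and 403 raised and 30, 312 and 442 lowered genes. These are not the paper's numbers, as 76 against about 41 shows. For mLIF, a minimum of 1.5-fold (213 raised and 122 lowered) had none either, nor for lowered genes an adjusted p under 0.01 (199) and the fits without PBS replicate 3 (194) or without mLIF replicate 3 (229).

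Genes shared by mOSM and hlOSM but not mLIF number about 400 raised in Figure 2E and about 370 lowered in Figure 2D, read by eye, against 1172 and 1344 here. A minimum of 2-fold (255 and 238) had no difference, nor for the raised genes a minimum of 1.5-fold (524). Genes exclusive to hlOSM number about 120 raised (Figure 2E) and about 180 lowered (Figure 2D), against 564 and 739 here. A minimum of 2-fold (77 and 183) had no difference, nor for the raised genes a minimum of 1.5-fold (218) and the fit without hlOSM replicate 3 (223). Genes exclusive to mOSM number about 55 raised (Figure 2E) and about 34 lowered (Figure 2D), against 239 and 252 here. A minimum of 2-fold (47 and 55) had no difference, nor for the raised genes a minimum of 1.5-fold (106).

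Normalized enrichment scores with mLIF in Figure 2F, read by eye, are about 1.7 for IL6-JAK-STAT3, about 1.6 for MYC-TARGETS-V2, about 1.4 for IL2-STAT5, about 1.4 for HEDGEHOG and about 1.4 for INFLAMMATORY-RESPONSE, against 1.96, 1.70, 1.59, −1.06 and 1.53 here. The fit without PBS replicate 3 had no difference for IL6-JAK-STAT3 (1.66), MYC-TARGETS-V2 (1.58), IL2-STAT5 (1.46) and INFLAMMATORY-RESPONSE (1.34). No filter (1.59) and the fit without mLIF replicate 1 (1.80) had none for IL6-JAK-STAT3, and the fits without mLIF replicate 2 (1.64) or 3 (1.65) none for MYC-TARGETS-V2. For HEDGEHOG, no filter (1.43), the Reactome set (0.62, at q = 0.981) and the fit without PBS replicate 1 (1.18) had none.

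With mOSM, Figure 2F shows about 1.7 for IL6-JAK-STAT3, about 1.6 each for IL2-STAT5, TNFA-NFKB and INFLAMMATORY-RESPONSE, about 1.4 for MYC-TARGETS-V2, about −1.1 each for PANCREAS-BETA-CELLS and MYOGENESIS, about −1.2 for UV-RESPONSE-DN and about −1.6 for INTERFERON-ALPHA, read by eye, against 2.05, 2.04, 2.00, 1.97, 1.89, −1.37, −1.38, −1.31 and −1.89 here. The fits without mOSM replicate 1 (−1.22) or PBS replicate 1 (−1.26) had no difference for UV-RESPONSE-DN, and ranking by the limma statistic, preranked, none for INTERFERON-ALPHA (−1.56). None of the alternatives set before the data were examined closed the other gaps.

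With hlOSM, Figure 2F shows about 1.7 for IL6-JAK-STAT3, about 1.6 each for MYC-TARGETS-V2 and IL2-STAT5, about 1.5 each for TNFA-NFKB and INFLAMMATORY-RESPONSE, about −1.2 for PANCREAS-BETA-CELLS, about −1.4 for MYOGENESIS and about −1.5 for INTERFERON-ALPHA, read by eye, against 1.90, 1.91, 1.89, 1.80, 1.84, −1.501, −1.55 and −1.80 here. Ranking by the limma statistic, preranked, had no difference for PANCREAS-BETA-CELLS (−1.26) and INTERFERON-ALPHA (−1.50334), and the fit without PBS replicate 2 none for INTERFERON-ALPHA (−1.59975). None of the alternatives set before the data were examined closed the other gaps.

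The paper names Cxcl9 and Il6 among the inflammatory genes enriched with all 3 cytokines. Cxcl9 was among the 10 leading genes of INFLAMMATORY-RESPONSE and IL6-JAK-STAT3 with mLIF here too. Tested as single genes, which is another measure than enrichment, neither was past the threshold with mLIF (adjusted p = 0.203 and 0.695 from limma) nor with any of the alternatives (adjusted p from 0.166 to 0.665 and from 0.369 to 1). The paper reports fewer myogenic and sarcomeric genes, and here MYOGENESIS was not past the threshold with mOSM (q = 0.0847), but came past it when ranked by the limma statistic (q = 0.00491). With mLIF it was past the threshold (q = 0.0288), but not in 4 of the 6 fits that left out one of the libraries compared, nor without the filter. The paper gives the UV response as deregulated by single cytokines, and UV-RESPONSE-DN was not past the threshold here with mLIF (q = 0.483), mOSM (q = 0.0848) or hlOSM (q = 0.0668), though it was with mOSM and hlOSM when ranked by the limma statistic (−1.55 and −1.66). Supplementary Figure S1 of the paper shows 70 raised and 39 lowered genes, where its text states 36 and 50.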

Other observations

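The tests of the closeness of replicates, of the values per exonic base, of the third replicates and of the normalization in the sarcomeric fall were chosen only after the result was seen.

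In genes of low value, most pairs of replicates were closer to each other than counting noise would leave them. At mean values of 20 to 60, the index of these pairs, where 1 is counting noise, started at 0.696. PBS replicates 1 and 3 (1.03) and mOSM replicates 2 and 3 (1.10) were above 1. The effect of the replicate number was tested as a source. Replicate numbers held 1.70% of the variance within conditions on the log2 scale, the smallest of 216 alignments. Deviations of same-numbered libraries from their condition means had a mean correlation of −0.33 over 18 pairs, against 0.16 over 36 pairs with different numbers. A step that took the effect of the replicate number out of the values may be a source of this closeness. A second candidate explanation is that the values were scaled down from a larger number of reads: among pairs of libraries with the same number in different conditions, the lowest index at mean values of 20 to 60 was 0.860, where 1 is counting noise, so that this explanation remains too. Counting each read start position only a single time was tested by the correlation across genes of the value per exonic base with the variance over the mean, which was −0.024. Of the 3789 genes in this test only 221 had a value per exonic base above 0.1, so that it has little power. The size of fold changes did not fall with reads per exonic base either (Spearman rho 0.0105 across genes, which are not independent), but most genes in that test had few reads per base as well. The highest value per exonic base in any library was 0.80. Single counting of start positions limits the number of reads per base, but the values are not read counts. The 0.80 therefore decides nothing about this explanation. Within the sarcomeric list, falls were smaller in genes with more reads per base, the direction of this explanation, with rho of 0.286, 0.401 and 0.409 between the value per exonic base and the log2 fold change with mLIF, mOSM and hlOSM, and the median fall with hlOSM went from −0.30 to −0.35 after the correction for start positions. Single counting of start positions is therefore not excluded. A library listed as 2 replicates would give an index near 0 in genes of high value, and the lowest was 1.25. No biological explanation was tested.

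The libraries with replicate number 3 lay farthest from the others of their condition in all 4 conditions, with a root mean square distance on the log2 scale from 0.249 (mLIF) to 0.312 (PBS). A batch shared by the third replicates was tested by the correlation of their deviations between conditions, which averaged −0.32. Because the effect of the replicate number is absent from the values, this correlation is fixed near its value in advance, and the pattern cannot be told apart from such a batch.

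The fall of the sarcomeric genes may have a technical source, and 3 were tested. If reads from other cells had displaced those of cardiomyocytes, markers of the other cells would rise with hlOSM. Of 4 such marker groups, 1 had a median log2 fold change above 0, the endothelial one (0.31), while those of fibroblasts (−0.50), macrophages (−0.04) and mural cells (−0.71) were below it, which goes against fewer cardiomyocyte reads relative to all other cells with hlOSM. With mOSM 2 of the 4 groups were above 0, the endothelial (0.41) and the macrophage one (0.08). Those of fibroblasts (−0.34) and mural cells (−0.62) were below it. A larger share of reads from endothelial cells or macrophages is therefore not excluded with mOSM, nor is one of endothelial reads with hlOSM. For gene length bias, the median of the sarcomeric list with hlOSM was compared with 10000 lists matched on exonic length and mean value, and its percentile was 0. For the authors' normalization, the higher median with hlOSM under trimmed-mean and quantile rescaling was −0.18, against −0.30 without rescaling. The median stayed below 0, but the size of the fall depended on the rescaling. Trimmed-mean factors lay between 0.966 and 1.02, too near 1 for this change, so that −0.18 belongs to quantile normalization. That rescaling fixes the change of Ttn at 0, and its effect on the other sarcomeric genes was not tested. Length and normalization were not tested with mOSM. These tests leave a lower abundance of sarcomeric transcripts as a hypothesis, found and tested on the same data. With camera, which takes the correlation between these genes into account, the list did not pass (adjusted p = 0.265 with mOSM and 0.301 with hlOSM, and with the block 0.162 and 0.159).

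Across the 13184 genes, which are not independent replicates, the difference of hlOSM from mOSM correlated with that of mLIF from PBS (Pearson r 0.23, Spearman rho 0.27). A LIF-like part in the response to hlOSM could give such a correlation. Of the 10 arrangements of the mOSM and hlOSM libraries, 3 gave a correlation as large in size, so that chance cannot be excluded. After removal of the first component of the residuals within conditions, as a shared technical axis, r was 0.17, and without the myogenic, sarcomeric and cardiomyocyte marker genes it was 0.231. Without hlOSM replicate 3, r was 0.0735, so that much of the correlation rests on that library.

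The gene lists were compared with other splits of the same libraries. Of the 4 splits of the 6 libraries that part every same-numbered pair, only 1, the real one, put as many lists past the threshold with mLIF (6), mOSM (7) and hlOSM (9). The other splits put 0, 1 and 4 lists past it with mLIF, 2, 5 and 5 with mOSM and 3, 7 and 5 with hlOSM. With 4 splits a chance arrangement cannot be excluded.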
